# Transcriptome analysis by GeneTrail revealed regulation of functional categories in response to alterations of iron homeostasis in *Arabidopsis thaliana*

**DOI:** 10.1186/1471-2229-11-87

**Published:** 2011-05-18

**Authors:** Mara Schuler, Andreas Keller, Christina Backes, Katrin Philippar, Hans-Peter Lenhof, Petra Bauer

## Abstract

**Background:**

High-throughput technologies have opened new avenues to study biological processes and pathways. The interpretation of the immense amount of data sets generated nowadays needs to be facilitated in order to enable biologists to identify complex gene networks and functional pathways. To cope with this task multiple computer-based programs have been developed. GeneTrail is a freely available online tool that screens comparative transcriptomic data for differentially regulated functional categories and biological pathways extracted from common data bases like KEGG, Gene Ontology (GO), TRANSPATH and TRANSFAC. Additionally, GeneTrail offers a feature that allows screening of individually defined biological categories that are relevant for the respective research topic.

**Results:**

We have set up GeneTrail for the use of *Arabidopsis thaliana*. To test the functionality of this tool for plant analysis, we generated transcriptome data of root and leaf responses to Fe deficiency and the Arabidopsis metal homeostasis mutant *nas4x-1*. We performed Gene Set Enrichment Analysis (GSEA) with eight meaningful pairwise comparisons of transcriptome data sets. We were able to uncover several functional pathways including metal homeostasis that were affected in our experimental situations. Representation of the differentially regulated functional categories in Venn diagrams uncovered regulatory networks at the level of whole functional pathways. Over-Representation Analysis (ORA) of differentially regulated genes identified in pairwise comparisons revealed specific functional plant physiological categories as major targets upon Fe deficiency and in *nas4x-1*.

**Conclusion:**

Here, we obtained supporting evidence, that the *nas4x-1 *mutant was defective in metal homeostasis. It was confirmed that *nas4x-1 *showed Fe deficiency in roots and signs of Fe deficiency and Fe sufficiency in leaves. Besides metal homeostasis, biotic stress, root carbohydrate, leaf photosystem and specific cell biological categories were discovered as main targets for regulated changes in response to - Fe and *nas4x-1*. Among 258 differentially expressed genes in response to - Fe and *nas4x-1 *five functional categories were enriched covering metal homeostasis, redox regulation, cell division and histone acetylation. We proved that GeneTrail offers a flexible and user-adapted way to identify functional categories in large-scale plant transcriptome data sets. The distinguished feature that allowed analysis of individually assembled functional categories facilitated the study of the *Arabidopsis thaliana *transcriptome.

## Background

High-throughput technologies for transcriptional profiling have strongly advanced our understanding of complex networks of gene interactions in physiology and development. The most common integrative approach for measuring gene expression is microarray analysis, which has already been applied to investigate many biological processes. For storing the vast amount of measured expression profiles, many freely available repositories have been developed, including the Gene Expression Omnibus (GEO) [1] or Stanford Microarray Database (SMD) [2]. It has become a routine habit for many researchers to consult published microarray expression data for theoretical modeling of regulatory networks involving their favourite genes prior to experimentation [3,4]. The full strength of microarray interpretation lies in the possibility of extracting information beyond the single gene level to address questions on the co-regulation of genes, on the identification of gene networks and entire extensive pathways of genes acting in the same physiological process. Specialized software tools like Genevestigator [4], the Botany Array Resource (BAR) [5], MapMan [6], ATTED-II [7,8] or VirtualPlant [9] for example have been developed to answer such complex questions in plants.

The analysis software tool GeneTrail [10] can be used for comparative analysis of transcriptome data to identify functional clusters or pathways rather than single genes that are affected in one experimental condition compared to another. This user-friendly and freely available tool covers analysis of a wide spectrum of available biological categories assembled from information of the Kyoto Encyclopedia of Genes and Genomes (KEGG), Gene Ontology (GO), TRANSPATH pathways and transcription factors from TRANSFAC. An advantage of GeneTrail is that functional categories for investigation by the program need not to be predefined by the software developers, the categories can also be created by the users themselves according to their personal fields of interest. Therefore, the GeneTrail tool allows individual users a flexible pathway analysis when comparing two different samples.

GeneTrail has already been applied to analyse transcriptome data of a wide range of model organisms including *Homo sapiens *and *Mus musculus *[11-13]. Here, we demonstrate the functionality of GeneTrail for plant transcriptome analysis beyond the single gene level.

Our example of application was based on the comparisons of the root and leaf transcriptomes of the metal homeostasis mutant *nas4x-1 *[14] and wild type plants in response to sufficient and deficient Fe supply. Our study focused on the regulatory patterns of entire response pathways. These response pathways included cellular categories derived from KEGG, GO, TRANSPATH and TRANSFAC, plant-specific response pathways described in MapMan [6] and an individually assembled category named "metal homeostasis". Gene Set Enrichment Analysis (GSEA) of all genes and Over-Representation Analysis (ORA) of the selected differentially expressed genes provided complex information on regulatory networks at the level of gene categories and pathways.

## Methods

### Plant material and growth conditions

The *nas4x-1 *mutant plant line used has been described in [14]. Wild type and *nas4x-1 *plants were grown in a hydroponic solution containing a quarter strength of Hoagland salts (0.1875 mM MgSO_4 _× 7 H_2_O, 0.125 mM KH_2_PO_4_, 0.3125 mM KNO_3_, 0.375 mM Ca(NO_3_)_2_, 12.5 μM KCL, 12.5 μM H_3_BO_3_, 2.5 μM MnSO_4 _× H_2_O, 0.5 μM ZnSO_4 _× 7 H_2_O, 0.375 μM CuSO_4 _× 5 H_2_O, 0.01875 μM (NH_4_)_6_Mo_7_O_24 _× 4 H_2_O, pH 6.0) supplied with 10 μM FeNa-EDTA. The medium was exchanged weekly. Four weeks after germination, plants were exposed for another week to plant medium containing either 10 μM FeNa-EDTA (+ Fe) or without Fe (- Fe). Cultivation took place at 21°C/19°C and 16 h light, 8 h dark cycles and a light intensity of 150 μmol × m^-2 ^× s^-1^.

### RNA extraction and microarray hybridization

L3/ L4 rosette leaves and roots of wild type and *nas4x-1 *mutant plants grown under + and - Fe were harvested separately in liquid nitrogen (total of 8 samples). Experiments were performed three times in three consecutive weeks and respective samples were harvested to obtain 3 biological replicates (n = 3; Additional file 1, Figure S1A). Total RNA was extracted from 100 mg of root or leaf material with the Qiagen RNeasy Plant Mini Prep Kit according to the manufacturer's protocol. 5 μg RNA were processed into biotin-labeled cRNA and hybridized to Affymetrix GeneChip Arabidopsis ATH1 Genome Arrays (Affymetrix, High Wycombe, U.K.), using the Affymetrix One-Cycle Labeling and Control (Target) kit according to the manufacturer's instructions. Microarray signals were determined using Affymetrix Microarray Suite 5.1.(MAS 5.1) and made comparable by scaling the average overall signal intensity of all probe sets to a target signal of 100 (Affymetrix GeneChip Operating software, GCOS) [15,16]. Data are available under http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24348.

### Statistical analysis of microarray expression data and calculation of fold changes

For further data analysis, the data extracted from the Affymetrix Microarray Suite Microarray were processed by using standard quantile normalization [17], which has become one of the most commonly used normalization techniques for microarray data and finds also application in pre-processing packages as e.g., the "Robust Multichip Average"(RMA) approach [18]. Median values were calculated from the normalized expression signals of the three biological replicates. Fold changes were calculated from median values for eight comparisons of the eight data sets, namely - Fe vs. + Fe (WT), - Fe vs. + Fe (*nas4x-1), nas4x-1 *vs. WT (+ Fe), *nas4x-1 *vs. WT (- Fe), for roots and leaves, respectively (see Additional file 1, Figure S1D).

### GeneTrail

The web-based application GeneTrail [10,19] provided two basic approaches for assessing the enrichment or depletion of gene sets: the unweighted Gene Set Enrichment Analysis (GSEA) and the Over-Representation Analysis (ORA).

GeneTrail supported a variant of unweighted GSEA [20]. The input for a GSEA was a list of genes or proteins that were sorted by an arbitrary criterion (e.g., fold changes of expression values). For computing the statistical significance of a biological category, a Kolmogorov-Smirnov-like test was used that computed whether the genes in the category were equally distributed (category was not enriched) or accumulated on top (see example in Additional file 2, Figure S2A) or on bottom (see example in Additional file 2, Figure S2B) of the list. To this end, a running sum was computed as follows: When processing the input list from top to bottom, the running sum was increased each time a gene belonged to the biological category, otherwise the running sum was decreased. Red graphs with a 'mountain-like shape' illustrated a specific category predominantly containing top-ranked genes (see example in Additional file 2, Figure S2A). In contrast, green graphs with a 'valley-like shape' illustrated a specific category predominantly containing bottom-ranked genes (see example in Additional file 2, Figure S2B). The enrichment of a category did not imply a differential expression of all genes of this category. The expression values of every single gene were interpreted and evaluated individually. For estimating the statistical significance, the maximal deviation from zero of the running sum was considered. If this maximal deviation was positive, the category was enriched for the test set genes, otherwise it was depleted. In GeneTrail, the p-value was computed as the probability that any running sum reached a larger or equal absolute maximal deviation from zero. To perform GSEA fold changes were generated to compare two samples, which were then sorted according to values from highest to lowest. Sorted gene identifiers were uploaded as text file prior to performing GSEA.

An ORA compared a set of interesting genes or proteins (test set) to a background distribution (reference set) concerning a certain biological category (e.g. a metabolic pathway). The distribution of test set genes that were contained in the considered biological category were compared to the genes of the reference set having this property. If more genes in the test set belonged to the considered biological category than expected, this category was enriched or over-represented, otherwise the category was depleted or under-represented in the test set. In GeneTrail, the statistical significance was assessed by computing a one-tailed p-value using the hypergeometric distribution.

If not mentioned otherwise, we performed all analyses with GeneTrail using the following parameters: p-value adjustment: FDR, significance threshold: 0.05. The number of two genes per category was set as minimum number for all analyses. As reference set for performing an ORA, we used all genes present on the ATH1 chip. All analysis results computed with GeneTrail are available on the web-site http://genetrail.bioinf.uni-sb.de/paper/ath/, where links to GSEA and ORA results are provided (The original GeneTrail results pages can be accessed under the file named SummaryPage.html for all comparisons).

### NIA Array Analysis Tool

For statistical treatment and identification of differentially expressed genes from pairwise comparisons, the web-based software NIA Array Analysis tool developed by the National Institute on Aging [21] was utilized. The statistical analysis performed with this online tool was based on the single-factor ANalysis Of VAriance (ANOVA). The statistical significance was determined using the False Discovery Rate (FDR) method. The data were statistically analyzed using the following settings: error model ´max (average, actual)', 0.01 proportion of highest variance values to be removed before variance averaging, 10 degrees of freedom for the Bayesian error model, 0.05 Benjamini and Hochberg False discovery rate (FDR) threshold, zero mutations.

## Results

### Adaptation of GeneTrail for the use of *Arabidopsis thaliana*

In order to utilize GeneTrail for *Arabidopsis thaliana*, we extended GeneTrail such that, besides our supported default identifiers, Arabidopsis-specific identifiers (AGI gene codes from TAIR, transcript IDs from the ATH1 microarray) could be used. In addition, we allowed for the usage of the ATH1 chip as pre-defined reference set. Moreover, we improved the handling of individually defined categories. As default analyses for Arabidopsis, we included KEGG, GO, Homologene, and the search for an arbitrary amino acid sequence motif.

### Experimental design

In order to evaluate the GeneTrail tool for plant-specific analysis, we generated and used transcriptome data sets of *nas4x-1 *mutants compared to wild type plants grown under + and - Fe supply (Additional file 1, Figure S1). The quadruple *nas4x-1 *mutant harbours T-DNA insertions in the four *NICOTIANAMINE SYNTHASE (NAS) *genes present in the Arabidopsis genome. 

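In leaves of nas4x-1, the signals of NAS1, NAS3 and NAS4 were below those of wild type and the signal of NAS2 was above it. On the ATH1 arrays of leaves grown at + Fe, NAS1 (AT5G04950) had a normalized signal of 20.9 ± 2.02 in nas4x-1 and 197 ± 92.8 in wild type (SD, n = 3 arrays each). NAS3 (AT1G09240) had 36.1 ± 12.1 in nas4x-1 and 266 ± 119 in wild type, and NAS4 (AT1G56430) had 12.1 ± 9.04 and 60 ± 16.4. NAS2 (AT5G56080) had 103 ± 9.1 in nas4x-1 and 7.68 ± 5.22 in wild type (log2 fold change 2.35, SE 0.245, adjusted p = 0.00392), and it was higher in nas4x-1 in all 3 harvest weeks. At this Fe supply NAS2 passed the test, while NAS1 (log2 fold change -2.44, adjusted p = 0.209), NAS3 (-2.35, adjusted p = 0.0856) and NAS4 (-1.47, adjusted p = 0.849) did not. NAS3 passed with the harvest week as a block (adjusted p = 0.00819). In leaves at - Fe, NAS1 was lower in nas4x-1, with 7.53 ± 2.72 against 230.5 ± 178 (log2 fold change -3.14, SE 0.441, adjusted p = 0.0247), but it did not pass with the pairs of probe sets that traded places, described below, left out (adjusted p = 0.0616). With the harvest week as a block and the pairs kept, NAS1 passed (adjusted p = 0.00868). NAS2 in these leaves had 30.1 ± 12.6 against 5.08 ± 5.27 (log2 fold change 1.12, adjusted p = 0.159), and NAS4 had 24.3 ± 20.6 against 303 ± 254. In roots no NAS gene passed the test. Root NAS2 was higher in nas4x-1 in each harvest week. At + Fe its signals in weeks 1 to 3 were 105.7, 214.5 and 162.8 against 76.09, 42.53 and 25.51 in wild type. At - Fe they were 203.1, 346.4 and 93.93 against 127.2, 168 and 38.97. Root NAS1 had 13.2 ± 6.06 in nas4x-1 and 175 ± 130 in wild type at + Fe, and its log2 fold change at - Fe was -3.21 (adjusted p = 0.134). Of the 4 members of the list of nicotianamine synthases in leaves at + Fe, 1 was higher over all probe sets, and 1 was higher and 3 were lower when adjusted over the list alone (camera, adjusted p = 0.0382, and 0.223 with an estimated correlation). Which part of each transcript its probe set covers relative to the T-DNA insertion was not analysed here.

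**Figure D1:**
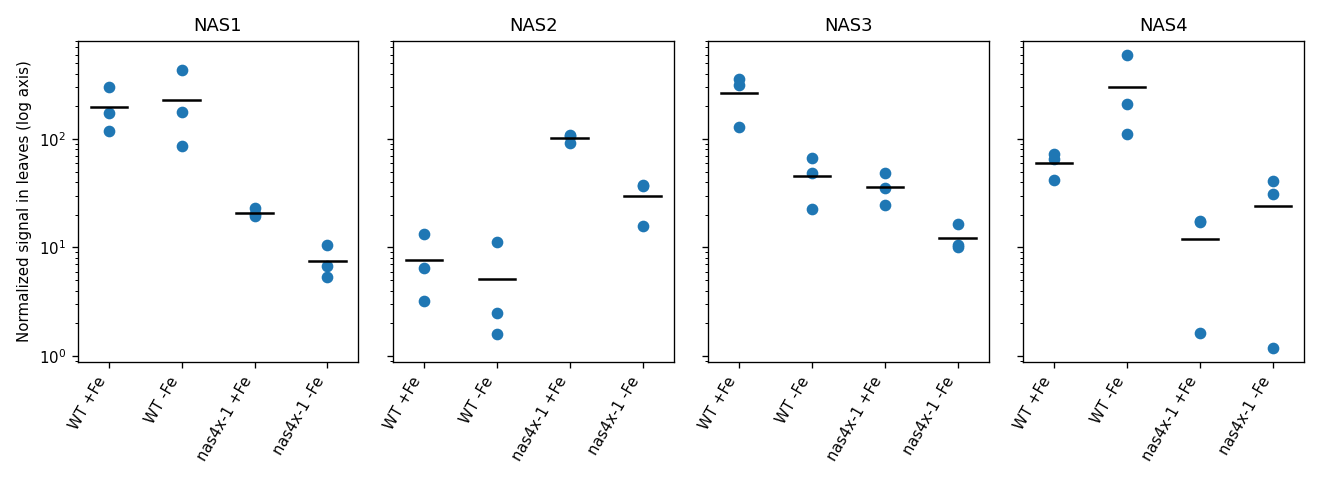
Normalized signal (log axis) of NAS1 to NAS4 on each of the 12 leaf arrays, by genotype and Fe supply. Each point is 1 array and each bar is the mean of 3 arrays. The NAS2 signal at + Fe is 103 ± 9.1 in nas4x-1 and 7.68 ± 5.22 in wild type (SD).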

In consequence this mutant shows a strongly reduced nicotianamine (NA) level [14]. Since nicotianamine acts as chelator for Fe, Cu and Zn, *nas4x-1 *mutants have a defect in transport and allocation of these metals throughout the plant [14]. Microarray experiments were conducted using the Arabidopsis ATH1 GenChip (Affymetrix). For this study, four-week old *nas4x-1 *mutant and wild type plants were exposed for 7 days to + and - Fe supply. These conditions have been established previously and have resulted in a reproducibly strong interveinal leaf chlorosis of *nas4x-1 *plants compared to wild type, especially upon Fe deficiency conditions (Additional file 1, Figure S1B) [14]. The experiment was repeated three times in consecutive weeks to obtain three independent biological repetitions. Rosette leaves and roots of five week-old plants were harvested and microarray hybridization experiments were performed. 

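The deposited table held 1 normalized signal per probe set for each of 24 ATH1 arrays, which is an intensity on a linear scale. These 24 arrays covered roots and leaves of wild type and nas4x-1 plants supplied with 10 µM Fe (+ Fe) or 0 µM Fe (- Fe) for 7 days, with 3 arrays per group from the 3 harvest weeks. The authors summarised each array with MAS5 in GCOS and normalized the arrays by quantile normalization. All 24 columns already had nearly the same distribution, with column medians between 37.8 and 38.03. Signals were normalized again by quantiles within each organ, increased by an offset of 16 and taken to log2, and 22746 probe sets were compared with limma after the 64 control probe sets were left out. Adjusted p values are those of Benjamini and Hochberg over these probe sets, with a threshold of 0.05. The n of 3 arrays per group limits the precision of every value. A gene of a list was measured where a probe set was matched to it alone. For probe sets that the platform table lacks, the match came from the paper's Tables S3, S4 and S5. A gene could thus be measured because the study had listed it.
In 8 pairs of probe sets, chosen after their values were seen, the levels of the 2 members traded places between groups of arrays. PSAG (AT1G55670), a subunit of photosystem I, had a signal of 4831 ± 299 in wild type leaves at + Fe and 116 ± 26.4 at - Fe (SD, n = 3 arrays each), while AT5G26610 had 125 ± 8.09 and 4546 ± 375. SYP122 (AT3G52400), a syntaxin linked to defence, had 135 ± 44.9 at + Fe and 4.38 ± 1.74 at - Fe in these leaves, and AT1G32760 had 3.56 ± 2.22 and 287 ± 146. In roots, SYP122 had 284 ± 61.8 in nas4x-1 and 8.91 ± 3.47 in wild type at + Fe, against 9.48 ± 1.5 and 223 ± 70.5 for AT1G32760. The other pairs were FRS12 with AT3G14100, CcdA with NUDX13, CYP72A13 with AT2G21920, AT1G66130 with AT1G30600, AT4G14290 with AT3G49340, and AT5G64460 with AT3G24080. In all, 19 pairs had both members changed by at least 1.5 (log2) in opposite directions, with no overlap of the 2 groups and a summed difference of their exchanged levels under 0.6. The 8 are those of the 19 in which both members changed by at least 3 or which lay as many probe sets apart in the table as another pair. These 16 probe sets are reported as measured and were not relabelled, and the counts of a comparison without them, chosen after the data were seen, are given beside its counts.

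**Figure D2:**
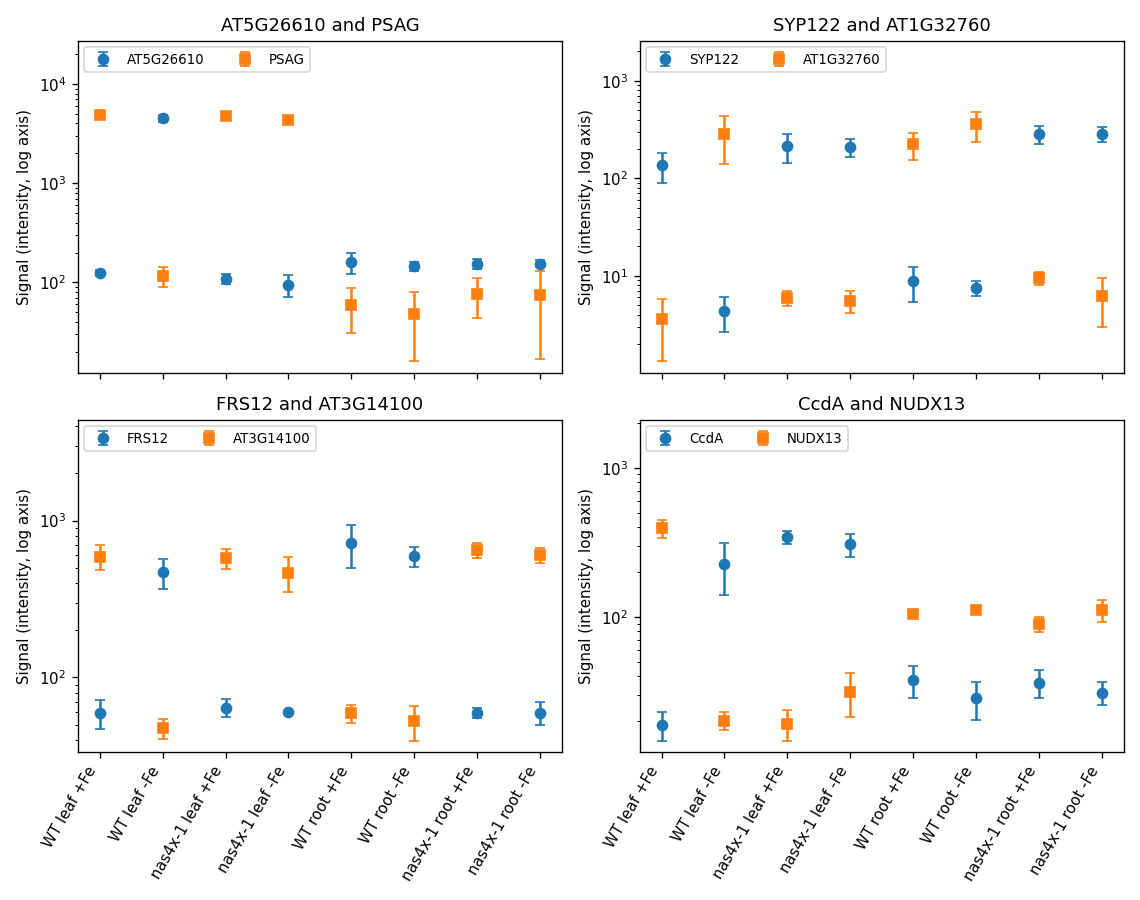
Signal (intensity, log axis) of 4 of the 8 pairs of probe sets in each of the 8 groups of arrays. Points are means of 3 arrays and bars are the SD. In the pair of AT5G26610 and PSAG, the PSAG signal is 4831 ± 299 in wild type leaves at + Fe and 116 ± 26.4 at - Fe.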

Normalized expression values (available from GEO under http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24348) were either processed and further analysed in GeneTrail or screened for differentially expressed genes with the NIA array tool and subsequently used for GeneTrail (see experimental outline in Additional file 1, Figure S1A, S1C). A total of eight meaningful pair-wise comparisons between the eight data sets was considered in our analysis, namely - Fe vs. + Fe (WT), - Fe vs. + Fe (*nas4x-1), nas4x-1 *vs. WT (+ Fe), *nas4x-1 *vs. WT (- Fe), for roots and leaves, respectively (Additional file 1, Figure S1D).

### Gene Set Enrichment Analysis (GSEA) using general biochemical and cell biological categories from KEGG, TRANSPATH, GO and TRANSFAC

To identify functional categories that were significantly differentially regulated between *nas4x-1 *and wild type and between + and - Fe samples we performed Gene Set Enrichment Analysis (GSEA). GeneTrail-predefined categories from KEGG, TRANSPATH, GO and TRANSFAC were used in GSEA for the eight pair-wise comparisons that were mentioned in the previous paragraph to be meaningful to us (see also Additional file 1, Figure S1D). Comparing - Fe vs. + Fe in wild type we could identify nine induced categories belonging to four different areas (carbohydrate and energy, oxidoreductase activity, defense response, nitrate and amino acid metabolism), and 17 repressed categories belonging to 11 different areas (dolichol metabolism, cold response, prenol metabolism, chloroplast, flavonoid metabolism, nucleoside metabolism, COP1, cellulose activity, fatty acid metabolism, phototropism, DNA polymerase) (Tables 1 and Additional file 3, Table S1). 

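In wild type roots, genes of the Fe deficiency response had higher signals at - Fe than at + Fe, and genes of Fe storage had lower signals. BHLH039 (AT3G56980), a transcription factor of the Fe deficiency response, had a signal of 444 ± 256 at - Fe and 37.6 ± 20.3 at + Fe (SD, n = 3 arrays each, log2 fold change 2.97, SE 0.402, adjusted p = 0.151). IRT2 (AT4G19680), a metal transporter, had 108 ± 66.6 and 8.07 ± 1.49 (log2 fold change 2.23, SE 0.31, adjusted p = 0.151). S8H (AT3G12900), an enzyme of coumarin synthesis, had a log2 fold change of 2.69 (SE 0.88). IRT1 (AT4G19690), the main Fe transporter of the root epidermis, was chosen after its values were seen and had 2084 ± 1040 at - Fe and 576 ± 590 at + Fe (log2 fold change 2.16).
All 22 measured members of the list of the Fe deficiency response were above 0 in log2 fold change, with a median of 1.55. None of them passed over all probe sets, and 18 were higher when adjusted over the list alone (camera, adjusted p = 5.24e-37, and 0.0326 with an estimated correlation, which with the harvest week as a block was 0.0977). Table S5, chosen by the study on the leaf and root arrays, lists 11 of the 22 members in its leaf or root part. The direction of members chosen on the root arrays is not independent evidence. Of the other 11 members 11 were above 0, with a median of 1.22. The 6 members of the list of Fe storage and Fe sufficiency had a median of -0.86, and 3 were lower when adjusted over the list alone (camera, adjusted p = 1.32e-05, and 0.0636 with an estimated correlation). Its members include the ferritin FER1 (AT5G01600, 550.1 ± 301 at - Fe and 1191 ± 342 at + Fe) and the vacuolar Fe transporter VTL2 (AT1G76800, log2 fold change -1.50), neither of which passed over all probe sets. Most members of this list are in Table S5 as well. FER1 is in its leaf part alone, chosen on the leaf arrays, while the direction of a member chosen on the root arrays is not independent evidence. FSD1 (AT4G25100), an Fe superoxide dismutase, had a log2 fold change of -2.91 (adjusted p = 0.254).
Of the areas named in the text, 3 members of starch degradation were measured, with a median of -0.30 and DPE1 (AT5G64860) at -0.48 (camera, adjusted p = 0.0198, and 0.113 with an estimated correlation). The 3 sucrose phosphate synthases and phosphatases had a median of 0.03 (camera, adjusted p = 0.779), the 5 members of the cold response -0.18 (camera, adjusted p = 0.118, with the harvest week as a block 0.02, and 0.14 with the block and an estimated correlation), and the 4 members of flavonoid synthesis -0.04 (camera, adjusted p = 0.893). In limma, 0 probe sets passed an adjusted p of 0.05 and 999 had an unadjusted p under 0.05. With the harvest week as a block these counts were 0 and 1852, and with the error model of the study's methods, which takes the larger of the averaged and the actual variance, they were 0 and 348. Without wild type roots at - Fe replicate 3, 36 probe sets passed.

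**Figure D3:**
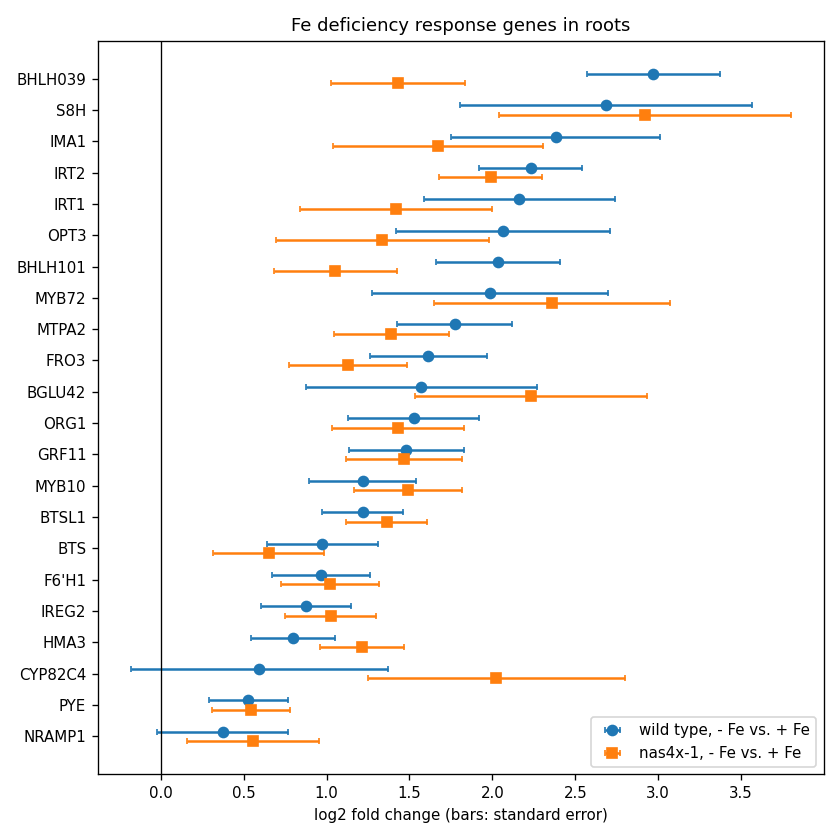
Log2 fold changes of the 22 measured genes of the Fe deficiency response in roots, - Fe vs. + Fe, in wild type (circles) and nas4x-1 (squares). Bars are standard errors from 3 arrays per group. In wild type all 22 points lie above 0, and BHLH039 is at 2.97.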

When comparing *nas4x-1 *samples, - Fe vs. + Fe, we identified five categories of three different areas (Fe transport, protease, secondary metabolism) that were induced, whereas three categories of two different areas (hormone/auxin transport, tubulin) were repressed (Tables 1 and Additional file 3, Table S1). 

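In nas4x-1 roots, 3 genes were higher at - Fe than at + Fe and none was lower. UPOX (AT2G21640), a mitochondrial protein induced by oxidative stress, had a signal of 90.3 ± 22.3 at - Fe and 8.05 ± 3.77 at + Fe (SD, n = 3 arrays each, log2 fold change 2.14, SE 0.226, adjusted p = 0.00658). AT5G09570 had 102 ± 17.8 and 13.1 ± 6.44 (log2 fold change 2.02, adjusted p = 0.00177). NDB4 (AT2G20800), an alternative NADH dehydrogenase of mitochondria, had 15 ± 3.25 and 0.448 ± 0.0278 (log2 fold change 0.91, adjusted p = 0.000794), both under the offset of 16. UPOX and NDB4 belong to the list of alternative oxidase and mitochondrial stress, of which 2 of 5 members rose, and 3 when adjusted over the list alone (camera, adjusted p = 1.85e-08, and 0.061 with an estimated correlation). Most of these 5 members are in the leaf or root part of Table S5. UPOX and NDB4 are in its root part, which the study chose on the root arrays, so their direction is not independent evidence.
The 22 members of the Fe deficiency response were all above 0, with a median of 1.4, and 19 were higher when adjusted over the list alone (camera, adjusted p = 5.29e-33, and 0.061 with an estimated correlation). S8H had 1682 ± 332 at - Fe and 212 ± 63.3 at + Fe (log2 fold change 2.92), and MYB72 (AT1G56160), a transcription factor of Fe uptake, had 198 ± 61.5 and 25.7 ± 11.6 (log2 fold change 2.36), but neither passed over all probe sets (adjusted p = 1 for both). For Fe storage the median was -0.82 (camera, adjusted p = 0.000797, and 0.181 with an estimated correlation), with FER1 at -1.38 and VTL2 at -1.70, which did not pass over all probe sets. Most members of this list are in Table S5. FER1 is in its leaf part alone, chosen on the leaf arrays, while the direction of a member chosen on the root arrays is not independent evidence.
With the error model of the study's methods the count was 0, with 229 probe sets at an unadjusted p under 0.05. Fitting the 6 arrays of these groups alone gave 14, and 7 passed without nas4x-1 roots at - Fe replicate 3.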

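Between nas4x-1 and wild type roots at + Fe, 7 probe sets were higher in nas4x-1 and 9 were lower. QQS (AT3G30720), a gene linked to starch content, had a signal of 36 ± 8.42 in nas4x-1 and 1001 ± 280 in wild type (SD, n = 3 arrays each, log2 fold change -4.27, SE 0.242, adjusted p = 7.89e-06). AT1G52560, a small heat shock protein gene, had 6.29 ± 1.55 and 125 ± 15 (log2 fold change -2.66, SE 0.313, adjusted p = 0.00543). AT1G20380 was higher, with 184 ± 44.7 against 38.8 ± 5.79 (log2 fold change 1.85, SE 0.224, adjusted p = 0.00655), and AT5G17370 was lower by a log2 fold change of -0.91 (adjusted p = 0.0377). Of the 16, 8 belong to the pairs that traded places, with SYP122 at 3.58, AT3G14100 at 3.15, AT1G32760 at -3.19 and FRS12 at -3.25, and with all the pairs left out 4 probe sets passed, among them QQS, AT1G52560 and AT1G20380 but not AT5G17370 (adjusted p = 0.0878).
The 22 members of the Fe deficiency response were all above 0 in log2 fold change, with a median of 0.86, and 4 were higher when adjusted over the list alone (camera, adjusted p = 1.24e-21, and 0.0934 with an estimated correlation). BHLH101 (AT5G04150), a transcription factor of this response, had 93.8 ± 1.8 in nas4x-1 and 9.08 ± 3.78 in wild type (adjusted p = 0.107), and S8H had a log2 fold change of 2.05 (adjusted p = 1). NRAMP3 (AT2G23150), a vacuolar metal exporter, was at 1.89 (adjusted p = 0.107). The 4 ferritins had a median of -0.35, and 2 were lower when adjusted over the list alone (camera, adjusted p = 0.00441, and 0.157 with an estimated correlation). Leaving out nas4x-1 roots at + Fe replicate 1 gave 9 probe sets, and the study's error model gave 4.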

When comparing + Fe samples, *nas4x-1 *vs. wild type, we found that 16 categories of five different areas (pyrimidin metabolism, nutrient reservoir, metal homeostasis, defense/glucosinolate/chitinase, general metabolism) were induced while five categories of three different areas (sucrose, fatty acid, protein synthesis) were repressed (Tables 1 and Additional file 3, Table S1). 

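At - Fe, 9 probe sets were higher in nas4x-1 than in wild type roots and 8 were lower. The mitochondrial stress genes UPOX and NDB4 were higher, UPOX with 90.3 ± 22.3 in nas4x-1 and 18.2 ± 10.5 in wild type (SD, n = 3 arrays each, log2 fold change 1.66, SE 0.226, adjusted p = 0.0146) and NDB4 with a log2 fold change of 0.84 (adjusted p = 0.000268). AT5G09570 was at 2.02 (adjusted p = 0.000442). QQS was lower, with 19 ± 6.9 against 739 ± 167 (log2 fold change -4.42, SE 0.242, adjusted p = 5.26e-06), as was AT1G52560, with 12.6 ± 16.8 against 116 ± 23.6 (log2 fold change -2.34, SE 0.313, adjusted p = 0.013). Of the 17, 9 belong to the pairs that traded places, and 8 passed with all the pairs left out.
Of the metal genes, the 22 members of the Fe deficiency response were above 0 with a median of 0.71, and 2 were higher when adjusted over the list alone (camera, adjusted p = 3.83e-14, and 0.264 with an estimated correlation). CYP82C4 (AT4G31940), an enzyme of coumarin synthesis, had 677 ± 330 in nas4x-1 and 148 ± 208 in wild type (log2 fold change 2.85, adjusted p = 1). The 8 heavy metal ATPases, pumps of Zn and Cu, had a median of -0.01 (camera, adjusted p = 0.359). Of the list of alternative oxidase and mitochondrial stress, 2 of 5 members rose. Its median was -0.01 and its mean 0.42 (camera, adjusted p = 0.000523, and 0.264 with an estimated correlation). Most of these 5 members are in the leaf or root part of Table S5. UPOX and NDB4 are in its root part, which the study chose on the root arrays, so their direction is not independent evidence. Without wild type roots at - Fe replicate 2, 30 probe sets passed, and the study's error model gave 5.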

Finally in the comparison of - Fe samples, *nas4x-1 *vs. wild type, only five categories of two different areas (metal, ATPase) were induced, and no categories were found repressed (Tables 1 and Additional file 3, Table S1). From these data we can conclude that the number of differentially regulated categories was highest in the comparisons of wild type - Fe vs. + Fe (in total 26 categories belonging to 15 areas, Tables 1 and Additional file 3, Table S1) and of + Fe, *nas4x-1 *vs. wild type (in total 21 categories belonging to eight areas, Tables 1 and Additional file 3, Table S1) suggesting that cellular physiology of the plants from which the samples had been taken had been drastically affected by the treatment (wild type + vs. - Fe) and by the mutation (+ Fe *nas4x-1 *vs. wild type). On the other other hand, the number of differentially regulated categories was low when comparing *nas4x-1 *samples with each other (in total eight categories belonging to five areas, Tables 1 and Additional file 3, Table S1) and *nas4x-1 *with wild type at - Fe (in total five categories belonging to two areas, Tables 1 and Additional file 3, Table S1). The latter observation suggests that few cell physiological changes had occurred between the samples which were therefore physiologically more similar to each other at cellular level.

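UPOX, NDB4 and AT5G09570, the 3 genes that rose in nas4x-1 roots, - Fe vs. + Fe, were also higher in nas4x-1 than in wild type at - Fe. These 2 comparisons share the nas4x-1 - Fe arrays. Their fold changes had a correlation of 0.352 across probe sets, where unchanged groups that share these arrays gave 0.5. QQS and AT1G52560 were lower in nas4x-1 than in wild type at both Fe supplies. The genes of the Fe deficiency response were above 0 in all 4 root comparisons, with medians between 0.71 and 1.55. Whether the Fe response of a gene differed between nas4x-1 and wild type roots was tested with the interaction of genotype and Fe supply. In limma, 0 probe sets passed this test and 349 had an unadjusted p under 0.05. With the harvest week as a block 0 passed and 685 had an unadjusted p under 0.05, and with the study's error model 0 passed and 83 did. UPOX had an interaction of 1.76 (log2, adjusted p = 0.845), AT5G09570 one of 1.903 (adjusted p = 0.114) and NDB4 one of 0.855 (adjusted p = 0.0584). None of the 3 passed, and with the block the adjusted p was 0.0651 for both AT5G09570 and NDB4. The categories of KEGG, TRANSPATH, GO and TRANSFAC were not analysed here. From its lower number of differentially regulated categories, the paper proposes that nas4x-1 roots at + Fe and - Fe, and nas4x-1 and wild type roots at - Fe, were physiologically closer to each other than the other pairs of samples.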

**Table 1:** Numbers of significantly enriched categories in GSEA

General biochemical and cellular categories from KEGG, GO, TRANSPATH and TRANSFAC						
	**Roots**			**Leaves**		

Comparisons	induced	repressed	∑	induced	repressed	∑

WT - Fe vs. + Fe	9 (4)	17 (11)	26 (15)	18 (11)	13 (4)	31 (15)
*nas4x-1 *- Fe vs. + Fe	5 (3)	3 (2)	8 (5)	10 (8)	2 (2)	12 (10)
+ Fe *nas4x-1 *vs. WT	16 (5)	5 (3)	21 (8)	3 (3)	2 (2)	5 (5)
- Fe *nas4x-1 *vs. WT	5 (2)	-	5 (2)	11 (6)	3 (2)	14 (8)

**MapMan categories**						

	**Roots**			**Leaves**		

Comparisons	induced	repressed	∑	induced	repressed	∑

WT - Fe vs. + Fe	5	1	6	1	-	1
*nas4x-1 *- Fe vs. + Fe	3	1	4	4	1	5
+ Fe *nas4x-1 *vs. WT	3	2	5	4	2	6
- Fe *nas4x-1 *vs. WT	4	-	4	3	4	7

The numbers were obtained by counting induced and repressed categories of Table S1 and Table S2. In brackets are the numbers of areas into which the corresponding enriched categories were grouped.

When comparing leaf samples the majority of categories were also affected between wild type + and - Fe (in total 31 categories belonging to 15 areas), while an intermediate number of categories was hit between *nas4x-1 *samples (in total twelve categories belonging to ten areas) and between *nas4x-1 *and wild type at - Fe (in total 14 categories belonging to eight areas) (Tables 1 and Additional file 3, Table S1). 

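In wild type leaves at - Fe, the DNA synthesis genes TSO2 and TK1a rose and the superoxide dismutase gene FSD1 fell. FSD1 had a signal of 9.68 ± 15.6 at - Fe and 1396 ± 478 at + Fe (SD, n = 3 arrays each, log2 fold change -5.89, SE 0.412, adjusted p = 3.19e-05), and FER1 had 253 ± 167 and 1851 ± 151 (log2 fold change -3.10, SE 0.486, adjusted p = 0.0369). TSO2 (AT3G27060), a subunit of ribonucleotide reductase, had 1532 ± 321 and 112 ± 25 (log2 fold change 3.60, SE 0.336, adjusted p = 0.000443), and TK1a (AT3G07800), a thymidine kinase, had 658 ± 205 and 131 ± 5.2 (log2 fold change 2.15). OPT3 (AT4G16370), a transporter of the phloem that signals Fe status, had 689 ± 263 and 127 ± 18.8 (log2 fold change 2.23, SE 0.331, adjusted p = 0.0305). BTSL1 (AT1G74770), a ubiquitin ligase of Fe sensing, had a log2 fold change of 1.88, FU (AT1G50240), a kinase of cell division, 2.26, and the DNA repair gene BRCA1 (AT4G21070) 1.87. In all, 31 probe sets rose and 9 fell, of which 10 belong to the pairs that traded places, among them 7 of the 10 largest changes. With all the pairs left out 7 passed, among them FSD1, TSO2, TK1a and BTSL1, while OPT3 (adjusted p = 0.0585), FER1 (adjusted p = 0.0586), FU (adjusted p = 0.0585) and BRCA1 (adjusted p = 0.0654) did not. With the harvest week as a block and the pairs kept, OPT3, FER1 and FU passed (adjusted p = 0.0114, 0.0186 and 0.016).
Of the list of the Fe deficiency response, 2 of 22 members rose, and 8 when adjusted over the list alone (camera, adjusted p = 1.33e-06, and 0.166 with an estimated correlation). Table S5, chosen by the study on the leaf and root arrays, lists 11 of the 22 members in its leaf or root part. The direction of members chosen on the leaf arrays is not independent evidence. Of the other 11 members 6 were above 0, with a median of 0.02. IMA1 (AT1G47400), a peptide of Fe signalling, had 764 ± 735 at - Fe and 13.1 ± 16.2 at + Fe (adjusted p = 0.0869, and 0.00512 with the harvest week as a block). For Fe storage 1 of 6 members fell, and 5 when adjusted over the list alone (camera, adjusted p = 7.36e-09, and 0.0463 with an estimated correlation, which with the harvest week as a block was 0.0936). Of these 6 members 5 are in Table S5, which the study chose on these arrays, so their direction is not independent evidence, and the other member was at -0.16. The 5 members of the cold response were all below 0, with a median of -1.18, and 2 were lower when adjusted over the list alone (camera, adjusted p = 0.000312, and 0.233 with an estimated correlation). With the harvest week as a block 275 probe sets passed, and with the study's error model 10. Leaving out 1 array gave between 16 (without wild type leaves at + Fe replicate 3) and 161 (without wild type leaves at - Fe replicate 1).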

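In nas4x-1 leaves at - Fe, ORG1, OPT3 and CCS rose, and FSD1, the ferritin genes FER1 and FER4 and the Fe transporter gene VTL2 fell. FSD1 had 6.67 ± 7.03 at - Fe and 2054 ± 759 at + Fe (SD, n = 3 arrays each, log2 fold change -6.49, SE 0.412, adjusted p = 9.91e-05). FER1 fell from 3282 ± 457 to 190 ± 52.8 (log2 fold change -4.03), FER4 (AT2G40300) from 369 ± 86.9 to 41 ± 23 (-2.80), and VTL2 from 169 ± 60.5 to 36.2 ± 7.85 (-1.79). AT5G05250 rose from 4.67 ± 3.51 to 484 ± 233 (log2 fold change 4.47, SE 0.524, adjusted p = 0.0243), AT3G56360 from 134 ± 69.3 to 1397 ± 493, ORG1 (AT5G53450) from 209.9 ± 28.2 to 1653 ± 413 and OPT3 from 134 ± 42.9 to 844 ± 283. CCS (AT1G12520), the copper chaperone of superoxide dismutase, had 651 ± 68.3 at - Fe and 158 ± 56.5 at + Fe (log2 fold change 1.98, SE 0.262, adjusted p = 0.0243). In all, 7 probe sets rose and 8 fell, and none of them belongs to the pairs that traded places.
Of the list of the Fe deficiency response 3 of 22 members rose, and 9 when adjusted over the list alone (camera, adjusted p = 4.15e-10, and 0.163 with an estimated correlation). For Fe storage 3 of 6 fell, and all 6 when adjusted over the list alone (camera, adjusted p = 2.09e-15, and 0.0397 with an estimated correlation, which with the harvest week as a block was 0.0982). Of these 6 members 5 are in Table S5, which the study chose on these arrays, so their direction is not independent evidence, and the other member was at -0.28. IMA1 had a log2 fold change of 5.08 (adjusted p = 0.0665), BHLH039 4.24 (adjusted p = 0.284) and FER3 (AT3G56090) -3.04 (adjusted p = 0.0507), none of which passed. IMA1 (adjusted p = 0.00251) and FER3 (adjusted p = 0.00163) passed with the harvest week as a block, and BHLH039 (adjusted p = 0.0528) did not. COR414-TM1 (AT1G29395) was at -2.18 (adjusted p = 0.139, and 0.0185 with the block), and the median of the cold response was -1.38 (camera, adjusted p = 2.53e-05, and 0.208 with an estimated correlation). A block for the harvest week gave 128 probe sets, and with the study's error model 0 passed and 511 had an unadjusted p under 0.05. Without nas4x-1 leaves at + Fe replicate 3, 1 passed.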

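Between nas4x-1 and wild type leaves at + Fe, 6 probe sets passed the test, of which NAS2 was the only one outside the pairs that traded places. The other 5 were CYP72A13 (log2 fold change 4.03), CcdA (3.37), AT1G30600 (-2.65), NUDX13 (-3.54) and AT2G21920 (-4.07). With all the pairs left out, 1 passed.
Several groups leaned one way without a member past the threshold over all probe sets. All 6 members of Fe storage and Fe sufficiency were above 0, with a median of 0.56 (camera, adjusted p = 0.00114, and 0.181 with an estimated correlation), with FER3 at 1.74 (SE 0.468, adjusted p = 0.618). Most of these 6 members are in Table S5, which the study chose on these arrays, so their direction is not independent evidence. Of the Zn deficiency response 8 of 10 members were above 0, with a median of 0.60 (camera, adjusted p = 0.00326, and 0.173 with an estimated correlation) and ZIP5 (AT1G05300), a Zn transporter, at 1.04 (adjusted p = 0.852). The 4 members of flavonoid synthesis were all below 0, with a median of -0.64 (camera, adjusted p = 0.00689, and 0.173 with an estimated correlation). The Fe deficiency response had a median of -0.01 (camera, adjusted p = 0.765). Under a block for the harvest week 17 probe sets passed, and with the study's error model 3. Without nas4x-1 leaves at + Fe replicate 1, 50 passed.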

Few changes of categories were found between *nas4x-1 *and wild type leaves at + Fe (in total five categories belonging to five areas) (Tables 1 and Additional file 3, Table S1). These comparisons therefore suggest that wild type + and - Fe leaf samples were physiologically very different, whereas *nas4x-1 *leaf samples (+ or - Fe) and - Fe samples (*nas4x-1 *or wild type) were only partially physiologically distinct. 

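In leaves at - Fe, QQS and the thymidine kinase gene TK1a were lower in nas4x-1 than in wild type. QQS had a signal of 80.8 ± 57.5 in nas4x-1 and 798 ± 376 in wild type (SD, n = 3 arrays each, log2 fold change -3.13, SE 0.398, adjusted p = 0.0128). TK1a had 201 ± 8.41 against 658 ± 205 (log2 fold change -1.59, SE 0.194, adjusted p = 0.0104), the DNA repair gene XRI1 (AT5G48720) 27 ± 8.32 against 131 ± 46.3 (log2 fold change -1.74), and AT3G12510 and AT5G02220 were at -1.81 and -1.44. Of the 5 higher and 10 lower probe sets, 9 belong to the pairs that traded places. With all the pairs left out 4 passed, which are QQS, TK1a, AT3G12510 and AT5G02220, while XRI1 (adjusted p = 0.0592) and NAS1 (adjusted p = 0.0616) did not. With the harvest week as a block and the pairs kept, XRI1 and NAS1 passed (adjusted p = 0.0334 and 0.00868). All 9 members of the list of mitosis and cell division were below 0, with a median of -0.92, none passed over all probe sets, and 5 were lower when adjusted over the list alone (camera, adjusted p = 1.33e-09, and 0.192 with an estimated correlation).
Whether the Fe response of leaves differed between the genotypes was tested with the interaction of genotype and Fe supply, which 14 probe sets passed. Of these, 10 belong to the pairs that traded places, and 0 passed with all the pairs left out. The others were TK1a (log2 -1.98, adjusted p = 0.0251), AT3G12510 (-1.96), AT5G02220 (-1.68) and AT1G78780 (-1.14). The first 3 rose in wild type and had a smaller Fe response in nas4x-1, while AT1G78780 was at 0.63 in wild type and -0.51 in nas4x-1, - Fe vs. + Fe, neither of which passed. With the harvest week as a block, AT5G02220 (adjusted p = 0.0515) and AT1G78780 (adjusted p = 0.0744) missed the threshold. Leaving out 1 array gave between 9 (without wild type leaves at + Fe replicate 2) and 47 (without wild type leaves at - Fe replicate 1) for this interaction. A block for the harvest week gave 26 probe sets between the genotypes at - Fe, and with the study's error model 4. Without wild type leaves at - Fe replicate 1, 119 passed. From its numbers of categories, the paper proposes that wild type + Fe and - Fe leaves differed most and that the nas4x-1 leaves and the - Fe leaves differed only in part.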

Little physiological difference was detected between *nas4x-1 *and wild type leaves upon + Fe. Therefore, roots and leaves reacted with similar strength to + and - Fe. 

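IRT2, a metal transporter of roots, responded to - Fe more in roots than in leaves of wild type, with a difference of -2.29 between leaves and roots in log2 fold change (adjusted p = 0.00602). TSO2 and TK1a of DNA synthesis responded more in leaves (difference 3.22 and 1.86), as did XRI1 (1.55) and HEI10 (1.01), a gene of meiotic recombination. NAS3 had a difference of -2.11, which came from its fall in leaves (log2 fold change -2.145). Its wild type root signals were 9.658, 10.72 and 10.03 at + Fe and 11.35, 8.462 and 8.937 at - Fe, all under the offset. AT2G25625 had a difference of -2.51, and a negative difference can come from a fall in leaves or a rise in roots. In all, 20 probe sets passed the interaction of organ and Fe supply in the fit of all 24 arrays, of which 10 belong to the pairs that traded places, and 4 passed with all the pairs left out. These were TSO2, TK1a, IRT2 and AT5G02220, while XRI1, HEI10, NAS3 and AT2G25625 did not pass (adjusted p = 0.0883 for each). Fold changes of wild type, - Fe vs. + Fe, had a correlation of 0.258 between roots and leaves across probe sets, which are not independent replicates, and of 0.0875 in nas4x-1. Under a block for the harvest week 43 probe sets passed.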

The *nas4x-1 *mutation had resulted in an approximation of the - Fe wild type situation in roots and of the + Fe wild type cell physiological situation in leaves.

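In roots, nas4x-1 at + Fe and wild type at - Fe were compared directly, which is not among the 8 comparisons of the paper. QQS was lower in nas4x-1 (log2 fold change -3.85), AT3G50540 had a signal of 7.83 ± 0.0639 against 143 ± 37.7 (SD, n = 3 arrays each, log2 fold change -2.71, SE 0.381, adjusted p = 0.022), and AT1G20380 was higher (1.73). Of the Fe deficiency response 2 of 22 members were above 0, with a median of -0.65 (camera, adjusted p = 2.56e-09, and 0.311 with an estimated correlation), with MYB72 at -1.14 and BHLH039 at -1.01 and no member past the threshold. In all, 6 probe sets were higher and 10 lower, 9 of them from the pairs that traded places, and 7 passed with the pairs left out. Across probe sets, the fold changes of wild type roots, - Fe vs. + Fe, and of nas4x-1 vs. wild type at + Fe had a correlation of 0.387, where unchanged groups that share the wild type + Fe arrays gave 0.5.
In leaves, the ferritin genes FER1 and FER3 were higher in nas4x-1 at + Fe than in wild type at - Fe, and ORG1 and BTSL1 were lower. FER1 had 3282 ± 457 in nas4x-1 at + Fe and 253 ± 167 in wild type at - Fe (log2 fold change 3.92, SE 0.486, adjusted p = 0.00728), FER3 827 ± 182 and 92.2 ± 49.6, and CSD2 (AT2G28190), a Cu/Zn superoxide dismutase, 776 ± 257 and 3071 ± 219 (log2 fold change -2.01, SE 0.306, adjusted p = 0.0252). TSO2 was at -3.04, ORG1 at -2.39, BTSL1 at -2.16 and CCS at -2.05, all lower in nas4x-1. Of Fe storage 4 of 6 members were higher, and 6 when adjusted over the list alone (camera, adjusted p = 6.57e-16, and 0.0246 with an estimated correlation, which with the harvest week as a block was 0.0611). Of these 6 members 5 are in Table S5, which the study chose on these arrays, so their direction is not independent evidence, and the other member was at 0.50. Of the Fe deficiency response 3 of 22 were lower, and 6 when adjusted over the list alone (camera, adjusted p = 6.54e-08, and 0.15 with an estimated correlation). Of the Zn deficiency response 7 of 10 were higher when adjusted over the list alone and none over all probe sets (camera, adjusted p = 8.25e-07, and 0.0451 with an estimated correlation, which with the harvest week as a block was 0.0702), with the Zn transporter IRT3 (AT1G60960) at 1.83 (adjusted p = 0.0603, and 0.0498 with the harvest week as a block). In all, 14 probe sets were higher and 28 lower, 8 of them from the pairs that traded places, and 32 passed with the pairs left out. The fold changes of wild type leaves, - Fe vs. + Fe, and of nas4x-1 vs. wild type at + Fe had a correlation of 0.516 across probe sets, where unchanged groups gave 0.498. A block for the harvest week gave 103 leaf probe sets, and with the study's error model 4. Without wild type leaves at - Fe replicate 1, 134 leaf probe sets passed, and without wild type roots at - Fe replicate 3, 42 root probe sets did.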

Due to the diversity and little overlap of cellular categories hit in between the different comparisons we were not able to represent the results in Venn diagrams in any reasonable manner (not shown).

### GSEA of transcriptome data using specific plant physiology categories (MapMan)

The GeneTrail-predefined categories utilized in the previous paragraph reflected the physiological status at cellular level but did not appear sufficient for the investigation at whole organism level. To circumvent this obstacle, we performed GSEA with categories that had been developed for the plant-specific visualization tool MapMan [6]. MapMan categories could be incorporated into the GSEA tool of GeneTrail as individually defined categories. Contrary to the GeneTrail-predefined categories the genes of MapMan categories had been grouped according to physiological aspects and pathways relevant for plants.

The number of MapMan categories affected in the eight meaningful comparisons was determined as in the previous paragraph (Tables 1 and Additional file 4, Table S2). We found that between one and seven MapMan categories (induced and repressed counted together) were hit in the eight comparisons (Tables 1 and Additional file 4, Table S2). The majority of MapMan categories affected was found when comparing wild type roots + and - Fe (six categories) and leaf *nas4x-1 *vs. wild type (six and seven categories for + and - Fe, respectively) (Table 1). Only one MapMan category was hit in the comparison of leaf + vs. - Fe, while all other comparisons gave intermediate numbers of MapMan categories hit (four to five) (Table 1). In total we identified 15 different MapMan categories in all comparisons of root samples and 17 different MapMan categories in all comparisons of leaf samples. The data were represented in Venn diagrams (Figure 1). This representation shows that among the 15 categories affected in root samples three MapMan categories were shared between at least two comparisons, namely biotic stress, metal transport and carbohydrate metabolism (Figure 1A, C). The biotic stress category was found induced in comparisons of - Fe vs. + Fe (in wild type and in *nas4x-1*) and in *nas4x-1 *vs. wild type at + Fe, indicating that biotic stress responses were generally induced by Fe deficiency. 

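In roots, genes of salicylic acid and pathogen defence did not pass the test in the comparisons of - Fe with + Fe. PBS3 (AT5G13320), an enzyme of salicylic acid synthesis, had a log2 fold change of 2.19 in wild type (SE 0.939, n = 3 arrays each) and 0.89 in nas4x-1 (-0.07 without nas4x-1 roots at - Fe replicate 2), and ICS1 (AT1G74710), which makes its precursor, had 0.78 in wild type. The transcription factor WRKY46 (AT2G46400) was at 0.56 in nas4x-1. Of the 8 measured members, 6 were above 0 in wild type, with a median of 0.37 (camera, adjusted p = 0.0152, and 0.2 with an estimated correlation), and 6 in nas4x-1, with a median of 0.16 (camera, adjusted p = 0.246). In nas4x-1 vs. wild type at + Fe the median was 0.12 (camera, adjusted p = 0.00197, and 0.155 with an estimated correlation), and the 1 member that rose was SYP122, which belongs to the pairs that traded places. Of these 8 members 7 are in Table S5, with PBS3 in its leaf part alone, chosen on the leaf arrays. The direction of a member chosen on the root arrays is not independent evidence. The other member was at 0.31 in wild type, -0.10 in nas4x-1 and 0.25 in nas4x-1 vs. wild type at + Fe. The MapMan category itself was not analysed here.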

The metal transport category was induced in comparisons of *nas4x-1 *vs. wild type and between *nas4x-1 *- and + Fe, showing that metal transport processes were reoriented in *nas4x-1*. 

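In nas4x-1 roots, genes of Zn uptake had higher signals than in wild type, without a member past the threshold over all probe sets. ZIP4 (AT1G10970), a Zn transporter, had a signal of 81.7 ± 14.1 in nas4x-1 and 29 ± 5.48 in wild type at + Fe (SD, n = 3 arrays each, log2 fold change 1.12, SE 0.204, adjusted p = 0.151). ZIP12 (AT5G62160) had a log2 fold change of 1.08 at + Fe, and at - Fe MTP2 (AT3G61940), a Zn transporter of the endoplasmic reticulum, was at 1.14, ZIP3 (AT2G32270) at 1.01 and ZIP9 (AT4G33020) at 0.97. At + Fe, 9 of 10 members of the Zn deficiency response were above 0, with a median of 0.77, and 3 were higher when adjusted over the list alone (camera, adjusted p = 1.78e-08, and 0.0934 with an estimated correlation). At - Fe all 10 were above 0, with a median of 0.70, and 3 were higher when adjusted over the list alone (camera, adjusted p = 3.69e-08, and 0.24 with an estimated correlation). Of the 14 ZIP and IRT transporters, 12 were above 0 at + Fe, with 4 higher when adjusted over the list alone (camera, adjusted p = 2.39e-09, and 0.039 with an estimated correlation, which with the harvest week as a block was 0.199), and 11 at - Fe, also with 4 (camera, adjusted p = 2.43e-05, and 0.24 with an estimated correlation). In nas4x-1, - Fe vs. + Fe, ZIP9 was at 1.14 (adjusted p = 0.246) and the 8 heavy metal ATPases had a median of 0.25 (camera, adjusted p = 0.0399, and 0.472 with an estimated correlation).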

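Among genes of carbohydrate metabolism in nas4x-1 roots, none passed the test. SPP2 (AT2G35840), a sucrose phosphate phosphatase, had a log2 fold change of 0.19 in - Fe vs. + Fe (n = 3 arrays each) and 0.20 in nas4x-1 vs. wild type at - Fe. SPS4F (AT4G10120), a sucrose phosphate synthase, was at -0.41 in nas4x-1 vs. wild type at - Fe. GWD2 (AT4G24450), a glucan water dikinase, was at -0.22 in - Fe vs. + Fe, and the starch enzymes PWD (AT5G26570) and DPE1 were at 0.19 and 0.18 in nas4x-1 vs. wild type at - Fe. The 3 sucrose phosphate synthases and phosphatases had a median of 0.06 in - Fe vs. + Fe (camera, adjusted p = 0.754) and 0.06 against wild type at - Fe (camera, adjusted p = 0.754). The 3 genes of starch degradation had medians of -0.16 (camera, adjusted p = 0.375) and 0.18 (camera, adjusted p = 0.608). The lists hold 3 measured genes each, and the MapMan category was not analysed here.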

Finally, carbohydrate metabolism was induced in *nas4x-1 *- Fe vs. + Fe and vs. wild type - Fe suggesting that in *nas4x-1 *plants carbohydrate metabolism was altered in response to - Fe.

**Figure 1:**
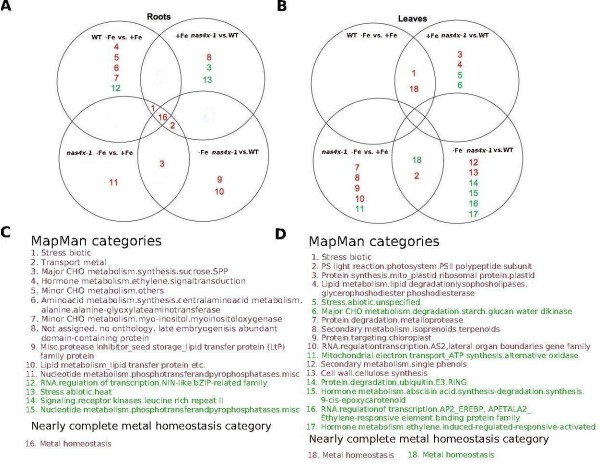
**Venn diagrams illustrating co-regulated functional categories (MapMan and metal homeostasis categories) in the eight pairwise comparisons of transcriptome data**. (A, B) Venn diagrams summarizing co-regulation data of enriched categories in pairwise comparisons of (A) root and (B) leaf transcriptome data. Each circle represents the pairwise comparison indicated. The numbers indicate the respective categories that were found enriched (see C, D). If categories were enriched in more than one comparison the respective number is found in the overlap region of the circles. (C, D) Designation of categories that were found enriched in (C) root comparisons and (D) leaf comparisons. Red coloured numbers indicate induced categories, green coloured numbers indicate repressed categories.

Among the 17 MapMan categories affected in leaf samples only two categories were hit in at least two comparisons as deduced from the Venn diagram (Figure 1B, D). The photosystem category was induced in leaves in the comparisons of *nas4x-1 *- Fe vs. + Fe and *nas4x-1 *vs. wild type at - Fe indicating that *nas4x-1 *leaves at - Fe experienced a remodeling of the photosynthetic apparatus. 

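In nas4x-1 leaves at - Fe, the measured genes of the plastid ribosome (4 of 26) had higher signals. The measured genes of the photosystems, most of them plastid-encoded, showed no common direction. Of the nuclear-encoded subunits of photosystem II 3 of 14 were measured, and of photosystem I, antenna and electron carriers 5 of 32. PRPS6 (AT1G64510), a protein of the small plastid ribosomal subunit, had a signal of 1347 ± 303 in nas4x-1 and 758 ± 129 in wild type at - Fe (SD, n = 3 arrays each, log2 fold change 0.81, SE 0.196, adjusted p = 0.21), and PRPL5 (AT4G01310) had a log2 fold change of 0.68. All 4 plastid ribosomal proteins were above 0 in this comparison, with a median of 0.62, none passed over all probe sets, and 4 were higher when adjusted over the list alone (camera, adjusted p = 6.78e-05, and 0.192 with an estimated correlation). In nas4x-1, - Fe vs. + Fe, their median was 0.36 (camera, adjusted p = 0.0277, and 0.338 with an estimated correlation).
The plastid-encoded subunits psbA (ArthCp002), with 926 ± 229 against 1941 ± 673, and psbB (ArthCp049), at -0.67, are in the core of photosystem II, and neither passed. The 15 plastid-encoded subunits had a median of -0.28 in nas4x-1 vs. wild type at - Fe (camera, adjusted p = 0.0601, with the harvest week as a block 0.03, and 0.573 with the block and an estimated correlation) and -0.10 in nas4x-1, - Fe vs. + Fe (camera, adjusted p = 0.321). The 3 nuclear-encoded subunits of photosystem II had medians of 0.28 (camera, adjusted p = 0.275) and 0.14 (camera, adjusted p = 0.567), with PSBY (AT1G67740) at 0.28 and PSB27 (AT1G03600) at 0.32 against wild type. Of photosystem I, its antenna and its electron carriers, 5 genes were measured, with a median of 0.10 in nas4x-1 vs. wild type at - Fe (camera, adjusted p = 0.012, and 0.192 with an estimated correlation) and -0.12 in nas4x-1, - Fe vs. + Fe (camera, adjusted p = 0.24). The 1 member that rose was PSAG, at 5.06, which belongs to the pairs that traded places, and PSAN (AT5G64040) was at -0.56 in - Fe vs. + Fe. The MapMan category was not analysed here.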

The MapMan category biotic stress was induced in wild type - Fe vs. + Fe and at + Fe in *nas4x-1 *vs. wild type indicating that - Fe conditions resulted in a need for stress defense.

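In wild type leaves, genes of salicylic acid synthesis and defence had higher signals at - Fe than at + Fe. ICS1, which makes the precursor of salicylic acid, had 295 ± 74.9 at - Fe and 68.6 ± 4.28 at + Fe (SD, n = 3 arrays each, log2 fold change 1.85, SE 0.274, adjusted p = 0.0305), and it did not pass with the pairs that traded places left out (adjusted p = 0.0585). Its adjusted p was 0.00644 with the harvest week as a block. NUDT6 (AT2G04450), a Nudix hydrolase of defence, had a log2 fold change of 2.15 (adjusted p = 0.138), WRKY53 (AT4G23810) 1.85 (adjusted p = 0.167) and WRKY46 1.72 (adjusted p = 0.138), and with the block all 3 passed (adjusted p = 0.01, 0.0396 and 0.0189). Of the 8 members of salicylic acid and pathogen defence, ICS1 rose and SYP122, which belongs to the pairs that traded places, fell. When adjusted over the list alone 6 were higher and 1 was lower (camera, adjusted p = 2.09e-06, and 0.166 with an estimated correlation). In the list of alternative oxidase and mitochondrial stress, BCS1 (AT3G50930), a mitochondrial gene induced by salicylic acid, had 215 ± 75.1 and 41 ± 12.3 (log2 fold change 1.98, SE 0.305, adjusted p = 0.036, with 0.00282 under the block and 0.0585 with the pairs left out), and all 5 measured members were higher when adjusted over the list alone (camera, adjusted p = 1.03e-07, and 0.0438 with an estimated correlation). Of these 5 members 4 are in the leaf or root part of Table S5, and the other member was at 0.83. The direction of a member that the study chose on the leaf arrays is not independent evidence.
At + Fe, all 8 members of salicylic acid and pathogen defence were above 0 in nas4x-1 vs. wild type leaves, with a median of 0.97. None passed over all probe sets and 5 were higher when adjusted over the list alone (camera, adjusted p = 7.4e-08, and 0.173 with an estimated correlation). NUDT6 was at 1.58, WRKY46 at 1.24 and WRKY53 at 1.17. In the interaction of genotype and Fe supply the list had a median of -1.34 (camera, adjusted p = 0.000366, and 0.375 with an estimated correlation). Table S5, chosen by the study on these arrays, lists 7 of the 8 members, whose direction is not independent evidence, and the other member was at 0.52 in wild type, - Fe vs. + Fe, 0.23 in nas4x-1 vs. wild type at + Fe and -0.83 in the interaction.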

This analysis indicated that the incorporation of plant-specific physiological categories into GSEA added possibilities for novel physiological interpretations at whole organism level that were not achieved by merely concentrating on cellular categories.

### GSEA of transcriptome data using an individually designed metal homeostasis category

Surprisingly, GSEA of MapMan categories did not reveal hits of the transport metal category in each of the eight meaningful comparisons. One possible explanation could be that metal transport was not affected in all comparisons. However, an alternative interpretation could be of technical nature that simply the transport metal MapMan category was not complete. Indeed, this MapMan category only contained 47 genes involved in uptake, transport and allocation of metal ions (further information at http://genetrail.bioinf.uni-sb.de/paper/ath/), whereas the list of published genes that were affected by altered metal distribution was larger. We intended therefore to test a large metal homeostasis category in GSEA. To obtain such a category, we collected a nearly complete set of genes assembled from published data of metal homeostasis genes and their homologous genes based on sequence similarities and created an individual, new functional category, that we named "metal homeostasis" (Additional file 5, Table S3; the gene list of this category is available as Additional file 6, Table S4). 

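In the tables of the article Table S3 lists metal homeostasis genes such as IRT1, FER1 and OPT3 under 151 different AGI codes with 145 probe sets, and Table S4 lists 140 different AGI codes with 142 probe sets. The tables share 11 AGI codes. Of the codes of Table S4, 139 are also in Table S5, the list of differentially expressed genes, while 20 codes of Table S3 are. Table S3 was therefore used as the metal homeostasis category. Table S4 was run as an alternative, and since its genes were chosen on these arrays its direction is not independent evidence.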

When performing GSEA this individually defined metal homeostasis category showed enrichment in all eight meaningful pairwise comparisons (Figure 1; results are available at http://genetrail.bioinf.uni-sb.de/paper/ath/). 

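In roots, the genes of the metal homeostasis category lay toward the top of the ranking in the comparisons of - Fe with + Fe and in nas4x-1 vs. wild type at + Fe. For nas4x-1 vs. wild type at - Fe the exact test passed, and camera with an estimated correlation did not. In wild type, - Fe vs. + Fe, 96 of the 145 probe sets of Table S3 had a ratio of - Fe to + Fe above 1, and 25 were higher and 3 lower when adjusted over the list alone. They included BHLH039, IRT2, OPT3 (log2 fold change 2.06) and MTPA2 (1.77), a Zn transporter of the vacuole. In nas4x-1 93 probe sets had a ratio above 1, with 21 higher and 3 lower. For nas4x-1 vs. wild type the numbers were 94 at + Fe, with 6 higher and 1 lower, and 75 at - Fe, with 2 higher and 1 lower. The maximal deviation of the running sum, as a share of its largest possible value, was 0.331 (exact p = 1.34e-14) in wild type, 0.327 (exact p = 3.05e-14) in nas4x-1, 0.319 (exact p = 1.57e-13) in nas4x-1 vs. wild type at + Fe and 0.219 (exact p = 1.55e-06) at - Fe. This exact test takes probe sets as independent and does not measure the spread between arrays. Other splits of the 6 arrays of each comparison, tried after the results were seen, gave up to 0.2973, 0.2845, 0.287 and 0.2779. The last of these is above the real 0.219. With an estimated correlation between the genes, and not adjusted over the lists, camera gave p = 0.00227, p = 0.0117, p = 0.0143 and p = 0.152. With Table S4, the deviation at - Fe was -0.119 (exact p = 0.0338).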

The category was found induced in all comparisons of root samples with - Fe vs. + Fe and *nas4x-1 *vs. wild type, as well as of leaf samples with wild type - Fe vs. + Fe and + Fe *nas4x-1 *vs. wild type (Figure 1). The category was repressed in leaf comparisons of *nas4x-1 *- Fe vs. + Fe and - Fe *nas4x-1 *vs. wild type (Figure 1).

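In leaves, members of the metal homeostasis category moved in both directions. Over all probe sets, OPT3 rose and FER1 and NAS3 fell in wild type, ORG1 and OPT3 rose and FER1 and FER4 fell in nas4x-1, NAS2 was higher in nas4x-1 vs. wild type at + Fe and NAS1 was lower at - Fe. With the pairs that traded places left out, OPT3, FER1 and NAS3 in wild type and NAS1 at - Fe did not pass (adjusted p = 0.0585, 0.0586, 0.0654 and 0.0616). With the harvest week as a block and the pairs kept, these genes passed (adjusted p = 0.0114, 0.0186, 0.00644 and 0.00868). When adjusted over the list alone, 5 were higher and 3 lower in wild type, 7 higher and 9 lower in nas4x-1, 2 higher and 2 lower between the genotypes at + Fe, and 1 higher and 2 lower at - Fe. The maximal deviation was 0.147 (exact p = 0.00361) in wild type, -0.155 (exact p = 0.00172) in nas4x-1, 0.172 (exact p = 0.000331) in nas4x-1 vs. wild type at + Fe and -0.111 (exact p = 0.0543) at - Fe. The last of these missed the threshold of 0.05, and it passed with the ratio of means in place of medians (-0.1276, exact p = 0.0167). Other splits of the 6 arrays of each comparison, tried after the results were seen, gave deviations of a size up to 0.1561, 0.1731, 0.1801 and 0.1089. With an estimated correlation, camera gave p = 0.0924, p = 0.113, p = 0.0277 and p = 0.294, and with the harvest week as a block the third of these was p = 0.0638. With Table S4, whose genes were chosen on these arrays, the deviation in nas4x-1, - Fe vs. + Fe, was 0.238. From the enrichment in each of the 8 comparisons, the paper concludes that changes in Fe supply or in metal chelation alter the expression of the category of metal homeostasis genes.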

Thus, changes in external Fe supply or in internal regulators of metal chelation and transport resulted in significant alterations of gene expression patterns of an entire category of genes representing the components for metal homeostasis.

### Over Representation Analysis (ORA) of 258 differentially expressed genes

Finally, we aimed at utilising GeneTrail to identify functional categories among selected significantly differentially expressed genes that could be revealed from our transcriptome data [19]. To identify a list of significantly differentially expressed genes we used the NIA array analysis software tool to analyze the eight meaningful pairwise comparisons. Root and leaf samples were considered separately from each other. 

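Over the 4 comparisons of an organ, 57 probe sets passed in at least 1 comparison in leaves and 20 in roots. In leaves these included FSD1, FER1, FER4, OPT3, ORG1, TSO2 and NAS1 to NAS3, and in roots QQS, AT1G52560, UPOX and NDB4. The pairs that traded places made up 13 of the 57 and 9 of the 20, and with all the pairs left out 22 and 9 passed, without NAS1 and NAS3 in leaves. Under a block for the harvest week the counts were 372 in leaves and 24 in roots. An ANOVA with the error model of the study's methods, on log2 signals without the offset, gave 10 in leaves and 5 in roots. Leaving out 1 array at a time gave between 25 (without nas4x-1 leaves at + Fe replicate 2) and 201 (without wild type leaves at - Fe replicate 1) in leaves, and between 15 (without nas4x-1 roots at - Fe replicate 2) and 52 (without wild type roots at - Fe replicate 3) in roots.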

The pairwise comparisons of expression values revealed a total number of 226 leaf-specific and 32 root-specific differentially expressed genes (Additional file 7, Table S5). These 258 genes showed a differential expression in at least one single pairwise comparison in the NIA Array analysis. 

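Of the genes of Table S5, TSO2, FSD1, FER1 and OPT3 in leaves and NDB4 and UPOX in roots are examples whose signals passed the test here where they are listed. The 214 probe sets of the first part of the table, matched to leaves, had 48 that passed in at least 1 leaf comparison, 209 with an unadjusted p under 0.05 and 208 that passed when adjusted over the list alone. In wild type, - Fe vs. + Fe, 35 of them passed, and 156 had a log2 fold change above 0, with a median of 1.12 over the list. Of the 32 probe sets of the root part, 6 passed in at least 1 root comparison, 29 had an unadjusted p under 0.05 and 28 passed when adjusted over the list alone. The pairs that traded places make up 8 of the 48, 8 of the 35 and 1 of the 6. The study chose these genes on the same arrays, so these counts are not independent evidence. Under a block for the harvest week, 147 of the leaf probe sets passed. Leaving out 1 array gave between 17 (without nas4x-1 leaves at - Fe replicate 2) and 108 (without wild type leaves at - Fe replicate 1) in leaves and between 5 (without wild type roots at + Fe replicate 2) and 13 (without wild type roots at - Fe replicate 3) in roots. Of the probe sets that passed here, 9 of the 57 in leaves and 9 of the 20 in roots are in neither part of Table S5. Of the 20 in roots, 11 are in the leaf or root part, and 6 are in the root part.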

With this data set we performed an Over Representation Analysis (ORA) to test whether among the 258 differentially expressed genes specific biological categories or pathways were affected. When an ORA was performed with the GeneTrail-predefined categories from KEGG, GO, TRANSPATH and TRANSFAC no category was enriched within the 258 selected genes compared to all the genes on the ATH1 gene chip. Upon ORA with MapMan categories seven MapMan categories were enriched (Table 2). 

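Among the genes of Table 2, FSD1, CCS, BUB3.2, FER1, FER4 and the NAS genes NAS1 to NAS3 changed in leaves in at least 1 of the 4 comparisons. BUB3.2 (AT1G49910), a checkpoint protein of mitosis, had a signal of 72.6 ± 46.9 in wild type leaves at - Fe and 2.82 ± 2.44 at + Fe (SD, n = 3 arrays each, log2 fold change 2.1, SE 0.326, adjusted p = 0.036). AT1G69400 of Table 2 had a log2 fold change of 1.70 (adjusted p = 0.036, and 0.0585 with the pairs that traded places left out). AUR3 (AT2G45490), a kinase of mitosis that is not in Table 2, had 57.1 ± 25.6 and 8.5 ± 4.07 (log2 fold change 1.52, SE 0.246, adjusted p = 0.0458). With the pairs that traded places left out, BUB3.2 (adjusted p = 0.0585) and AUR3 (adjusted p = 0.0654) did not pass, nor did NAS1 and NAS3. AT5G48600, a subunit of condensin listed in Table 2 as ATSMC3, had a log2 fold change of 1.18 (adjusted p = 0.074, and 0.0266 with the harvest week as a block). Of the 9 members of mitosis and cell division 2 rose, and 9 when adjusted over the list alone, with a median of 1.18 (camera, adjusted p = 6.54e-16, and 0.0463 with an estimated correlation, which with the harvest week as a block was 0.0923). Table S5, chosen by the study on these arrays, lists 6 of the 9 members, whose direction is not independent evidence, and of the other 3 members 3 were above 0, with a median of 0.56. Of the 4 GCN5-related N-acetyltransferases none passed, 2 were higher when adjusted over the list alone, and the median was 0.43 (camera, adjusted p = 0.0802). AT2G39030, a member of this family, was at 3.01 in nas4x-1 vs. wild type at - Fe (adjusted p = 0.403).
Of the 41 measured genes of Table 2, 2 rose and 6 fell in wild type leaves, - Fe vs. + Fe, with AT3G14100 and NUDX13 of the pairs that traded places among the 6, and 19 were higher and 12 lower when adjusted over the list alone. In nas4x-1 leaves 1 rose and 3 fell, and 3 were higher and 10 lower over the list alone. In nas4x-1 vs. wild type leaves at - Fe 1 was higher and 1 lower, and 5 and 9 over the list alone, and the 1 that was higher is AT3G14100. The study chose these genes on the same arrays, so their directions are not independent evidence.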

Among the enriched categories were two metal specific categories, named "metalhandling, binding, chelation and storage" and "transport metal", two different oxidative stress categories, both named "redox.dismutases and catalases", a cell division, a GCN5-related N-acetyltransferase and a non-assigned category (Table 2). We also performed ORA with the metal homeostasis category that we have designed individually as described above. This category was found enriched as expected. Hence, we conclude from ORA analysis of the differentially expressed genes that metal homeostasis as a category was preferentially affected in our experimental conditions. 

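The 20 probe sets that Table S3 shares with Table S5 include the Fe uptake and transport genes IRT2, NRAMP3, OPT3 and FRO3, the transcription factors BHLH039 and BHLH101, the ferritins FER1, FER3 and FER4, the nicotianamine synthases NAS1, NAS2 and NAS3, the metal transporters ZIP5, MTPA2 and HMA5, and ORG1. Table S3 has 145 probe sets and Table S5 has 238 among the 22746 of the array, so that 1.52 shared probe sets would come by chance and the 20 are 13.2 times as many (one-sided hypergeometric test, which is Fisher's exact test, p = 6.12e-17). Without the NAS genes, in which nas4x-1 carries its insertions, 17 were shared, 11.5 times as many as by chance. The leaf part of Table S5 shared 13 probe sets with Table S3, a ratio of 9.53, and the root part 8, a ratio of 39.2. With only the brighter 60 percent of the probe sets as background the ratio was 15.5. Table S5 was chosen by the study on these arrays. From this enrichment, the paper concludes that metal homeostasis was preferentially affected in its experimental conditions.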

In conclusion, ORA of pre-selected genes allowed to interpret transcriptome data in meaningful physiological contexts.

**Table 2:** Enriched MapMan categories testing the 258 NIA pre-selected genes compared to all the genes present on the ATH1 gene chip in the ORA

Enriched categories	Associated genes
metalhandling.binding, chelationandstorage	NAS3, ATCCS, ATFER4, ATFER3, CCH, ATFER1, NAS1, NAS2
redox.dismutasesandcatalases	ATCCS, CSD2, FSD1
redox.dismutasesandcatalases	WRKY60 WRKY46 WRKY47 WRKY53 WRKY48
transport.metal	NRAMP3, MTPA2, IRT2, ZIP5, HMA5, YSL1
cell.division	AT1G49910 AT1G69400 CDKB1;2 APC8 ATSMC3
misc.gcN5-related N-acetyltransferase	AT2G32020 AT2G32030 AT2G39030
notassigned.noontology	AT3G07720 AT5G52670 AT1G09450 CENP-C COR414-TM1ZW9 AT1G76260 ATNUDT6 ATEXO70H4 AT3G14100 ATNUDX13 AT4G36700

The table illustrates those genes among the 258 NIA preselected genes, which are associated with enriched categories.

## Discussion

Here, we mined comparative Arabidopsis transcriptome data and identified differentially regulated functional categories and pathways using the web-based tool GeneTrail, by performing Gene Set Enrichment Analysis (GSEA) of eight meaningful pairwise comparisons between leaf and root, *nas4x-1 *mutant versus wild type samples, in response to + vs. - Fe. From our data analysis we were able to determine differential numbers and types of enriched functional categories for the respective comparisons. Hence, we could characterize phenotypes at cell biological level, at whole-organism physiological level and with respect to metal homeostasis. 258 differentially expressed genes were identified from the eight meaningful pairwise comparisons. By Over-Representation Analysis (ORA) of these pre-selected genes we could determine that five plant physiological categories were overrepresented among them. The example we presented here can also be used as an outline that guides researchers through microarray analysis with the aim of identifying regulated functional categories of genes in plants. GeneTrail was found particularly useful for plant physiological analysis due to its feature that allowed incorporation of individually defined functional categories.

### Confirmation of molecular phenotypes by GSEA, and identification of differentially expressed categories

GSEA of general biochemical and cell biological categories demonstrated that roots and leaves of wild type plants had reacted with similar strength to - Fe. 26 and 31 categories in total were differentially regulated in wild type roots and leaves, respectively, between + and - Fe. This number of enriched categories was higher than that of any comparisons involving *nas4x-1 *samples. Multiple reasons may have accounted for differential regulation of these categories. Regulation of the category might indicate an adaptation to Fe deficiency stress such as for example defense responses. Alternatively, the lack of Fe as a cofactor for specific enzyme activities may have led to deregulated gene expression of these enzymes due to feedback control, such as for example oxidoreductase activity, nitrate and amino acid metabolism. The lowered photosynthetic activity at - Fe may also have caused extensive metabolic changes for production of anaerobic energy as represented for example by carbohydrate and energy categories.

The lowest numbers of differentially regulated categories were detected between roots - Fe, *nas4x-1 *vs. wild type, and leaves + Fe, *nas4x-1 *vs. wild type. We conclude from these numbers of regulated categories that + Fe *nas4x-1 *mutant root cells had approximated the cellular status present in - Fe wild type roots, while + Fe *nas4x-1 *mutant leaf cells had reacted closest to those of + Fe wild type cells. These findings correlated well with our previous analysis of the *nas4x-1 *mutant. Based on our previous investigation of Fe content, regulation of Fe deficiency genes, *YSL2 *transporter and ferritin genes we had proposed that the lack of nicotianamine had caused increased Fe deficiency responses in the root, but Fe deficiency and sufficiency responses in the leaves [14]. Although the comparison of the numbers of regulated cell biological categories was meaningful to us, the exact nature of these categories was not suitable for finding overlaps in regulatory patterns between different samples. Due to this lack of overlaps we were not able to represent the results in Venn diagrams. One possible explanation for this puzzling finding could be that the cell biological categories contained mostly rather few genes so that the diversity of categories was high. Perhaps if the high number of general categories derived from KEGG, GO, TRANSFAC and TRANSPATH was reassembled into areas each comprising several of the categories more overlap in regulatory patterns may become apparent, e.g. through assembly of individual pyrimidine, purine and nucleoside metabolism into a large nucleoside/nucleotide metabolism category, or of individual leucine, tyrosine, etc. categories into a large N metabolism category.

Interestingly, the above conclusion about the cell physiological status of mutant and wild type situations was not possible when analyzing MapMan plant physiological categories. In those cases, a low number of differentially expressed categories was found for the comparison of wild type, + vs. - Fe, whereas the highest number was revealed in the comparison of - Fe, *nas4x-1 *vs. wild type. A reason could be that the enriched plant physiological MapMan categories had represented adaptations to + or - Fe, mutant or wild type at whole organ level rather than at cellular level, such as for example stress responses. On the other hand, the MapMan categories comprised plant-specific categories like plant hormone metabolism and regulation which could be made responsible for conferring adaptations at cellular level so that cellular differences became more or less apparent.

GSEA with a nearly complete metal homeostasis category showed that in all meaningful pairwise comparisons, between + and - Fe, wild type and *nas4x-1 *samples, metal homeostasis was found affected. The metal homeostasis category contained many genes involved in metal transport or metal regulation assembled from studies reporting mainly their up-regulation in response to - Fe. From the observation that this category was found induced in wild type - vs. + Fe in roots and in leaves we can deduce that indeed the metal homeostasis category was an indicator for Fe deficiency responses. In all root comparisons of *nas4x-1 *vs. wild type and of - Fe vs. + Fe this category was induced and hence the *nas4x-1 *mutant status of roots can be considered Fe-deficient, in agreement with the above findings on cell biological categories and the previous findings reported [14]. On the other hand, we have previously determined that *nas4x-1 *leaf cells showed partially signs of Fe deficiency and partially of Fe sufficiency. This was reflected by the observation that in the comparisons of leaf samples the metal homeostasis category was found induced and repressed, respectively.

Only from GSEA results of MapMan and the metal homeostasis categories we were able to construct meaningful Venn diagrams that revealed overlaps in regulatory patterns between the different samples. In roots and partially in leaves (under - Fe vs. + Fe) and at + Fe (*nas4x-1 *vs. wild type) we found induction of the biotic stress category, indicative of an adaptation to avoid pathogen infection under - Fe. Carbohydrate metabolism was also affected in multiple pairwise comparisons indicative of altered sugar utilization due to reduced photosynthesis at - Fe. In leaves, photosystem regulation was apparent as major regulated category. Hence, the metal homeostasis, biotic stress, root carbohydrate and leaf photosystem categories were the main targets for regulated changes in response to - Fe and *nas4x-1*.

### Identification of major regulated categories among differentially expressed genes using a combination of ORA and GSEA

The above discussed GSEA results might have masked regulated categories if they contained few differentially regulated genes but a high number of unregulated genes. To circumvent this potential obstacle we identified from our transcriptome data all genes that were differentially expressed in any of the meaningful pairwise comparisons and performed Over-Representation Analysis (ORA). None of the general cell biological categories was over-represented among these 258 genes. An explanation for this finding could be again that the categories from KEGG, GO, TRANSFAC and TRANSPATH were too low in size, unspecific and diverse for statistical analysis. On the other hand, ORA with MapMan categories identified several meaningful functional pathways differentially regulated in response to Fe supply and *nas4x-1*. In addition to metal homeostasis categories, this analysis revealed redox dismutase and catalase categories, a cell division and a GCN5-related N-acetyltransferase category. The reappearance of the metal homeostasis categories not only in GSEA but also in ORA shows again how significantly this pathway was affected in the transcriptome comparisons. As discussed above, an influence of - Fe and of *nas4x-1 *on metal homeostasis was expected from previous analysis and represented here a positive control for proper functioning of the GeneTrail tool. Redox dismutase and catalase genes were differentially regulated presumably because these enzymes often use Fe as cofactor. Low enzyme activity at - Fe may have resulted in differential expression as the result of a feedback control. Alternatively, upon - Fe new enzyme isoforms with different metal requirements might have been produced. It is also reasonable to argue that decreased Fe toxicity upon - Fe might have been the cause for the differential regulation of these genes. The differentially regulated cell division category may have reflected an adaptation of root growth behaviour. Finally, the GCN5-related N-acetyltransferase category represented specifically genes involved in histone acetylation, a process associated generally with gene activation. This study and others have shown that - Fe conditions caused an up-regulation of genes and proteins that was more important than a down-regulation [22-24]. It is therefore plausible that genes and enzymes involved in histone acetylation were activated to render more chromosomal areas accessible to the transcription machineries.

## Conclusion

Analysis of differentially regulated functional categories confirmed that the *nas4x-1 *mutant is defective in metal homeostasis. The mutant was found to show Fe deficiency signs in roots and signs of Fe deficiency and Fe sufficiency in leaves. Biotic stress, root carbohydrate, leaf photosystem and specific cell biological categories were also discovered as main targets for regulated changes in response to - Fe and *nas4x-1*. 258 genes differentially expressed in response to - Fe and *nas4x-1 *were identified. Among these genes, five functional categories were enriched including metal transport and metal binding, redox regulation, cell division and histone acetylation. GeneTrail is therefore generally highly suitable to reveal functional categories among comparative transcriptome data in Arabidopsis. We could use the quantitative and qualitative aspects provided by GSEA to interpret molecular-physiological phenotypes. A combination of the GeneTrail analysis methods, GSEA and ORA, together with other analysis tools, like the NIA array tool, was successfully applied for data mining. The main strength of GeneTrail was that it offered answers to individual biological questions with its feature of incorporation of individually defined categories (such as MapMan and metal homeostasis). Hence, GeneTrail can be applied to analyze novel physiological treatments or unknown mutations to identify functional pathways that are affected.

## Web links

### GeneTrail

http://genetrail.bioinf.uni-sb.de/

### NIA Array Analysis

http://lgsun.grc.nia.nih.gov/ANOVA/

### Web-site containing links to GSEA and ORA results

http://genetrail.bioinf.uni-sb.de/paper/ath/

## Authors' contributions

MS drafted the manuscript, established the experimental design and conducted the experimental work, performed plant growth, sample preparation and data analysis. KP performed the microarray work and revised the manuscript critically. AK performed pre-processing and statistical analysis of the microarray data. CB conducted adaptations of the GeneTrail software for the use of *Arabidopsis thaliana*. CB and AK supported the application of GeneTrail and revised the manuscript critically. HPL supervised the computational work on the GeneTrail software. PB conceived, designed and supervised the experimental design and participated in drafting the manuscript. All authors have read and approved the final manuscript.

## Abbreviations

GO: gene ontology; GSEA: Gene set enrichment analysis; KEGG: Kyoto enzyclopedia of genes and genomes; NA: nicotianamine; ORA: Over-representation analysis

## Supplementary Material

Additional file 1 **Figure S1: Overview of the experimental set-up**. (A) Scheme showing three biological repetitions (R1, R2, R3) harvested in three consecutive weeks for the microarray experiment. (B) Images of *nas4x-1 *and wild type plants grown for four weeks under Fe supply (10 μM Fe) and one week under Fe supply or Fe deficiency (0 Fe) conditions, respectively. (C) Work flow of transcriptome and bioinformatic analysis. (D) Eight meaningful comparisons for root and leaf samples. Click here for file

Additional file 2 **Figure S2: Types of running sum statistics when applying a Gene Set Enrichment Analysis**. (A) Mountain-like graph; in this example the enriched category "iron ion binding" illustrates a mountain-like graph for top-ranked genes in the comparison of wild type leaves + Fe vs. - Fe, indicating that genes of this category were mostly induced at + Fe. (B) Valley-like graph; in this example the enriched category "Golgi vesicle transport" illustrates a valley-like graph for bottom-ranked genes in the comparison of wild type roots + Fe vs. - Fe, indicating that genes of this category were mostly repressed under + Fe. Click here for file

Additional file 3 **Table S1: Selection of significantly enriched categories in the GSEA using GeneTrail-predefined GO, KEGG, TRANSPATH and TRANSFAC categories**. Click here for file

Additional file 4 **Table S2: Selection of significantly enriched categories in the GSEA using MapMan categories**. Click here for file

Additional file 5 **Table S3: Annotated gene list of the self-defined category "metal homeostasis"**. Click here for file

Additional file 6 **Table S4: Gene list of the self-defined category metal homeostasis.txt**. Click here for file

Additional file 7 **Table S5: Gene list of 258 NIA selected genes.txt**. Click here for file

# Supplementary material for: Transcriptome analysis by GeneTrail revealed regulation of functional categories in response to alterations of iron homeostasis in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2011 May 18;11:87. doi: 10.1186/1471-2229-11-87
**Supplement:** Additional file 1 — Figure S1: Overview of the experimental set-up. (A) Scheme showing three biological repetitions (R1, R2, R3) harvested in three consecutive weeks for the microarray experiment. (B) Images of nas4x-1 and wild type plants grown for four weeks under Fe supply (10 μM Fe) and one week under Fe supply or Fe deficiency (0 Fe) conditions, respectively. (C) Work flow of transcriptome and bioinformatic analysis. (D) Eight meaningful comparisons for root and leaf samples.

A

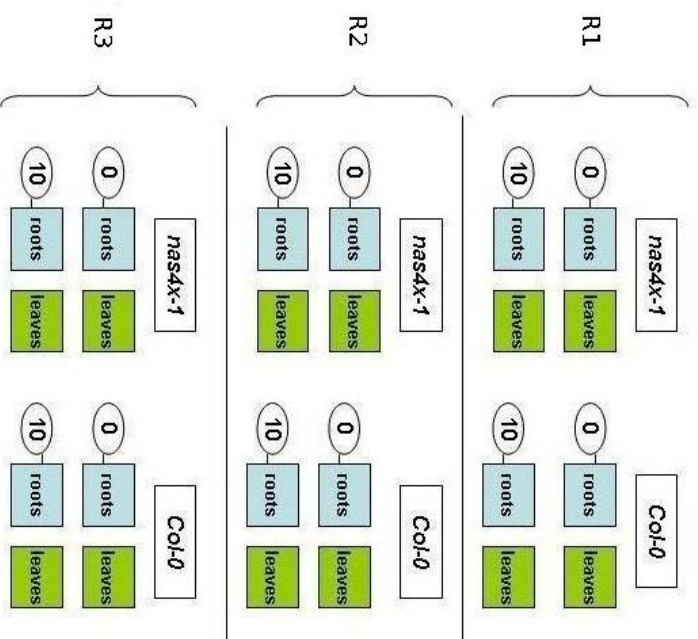

0, 10: Fe supply in μM FeNaEDTA

C

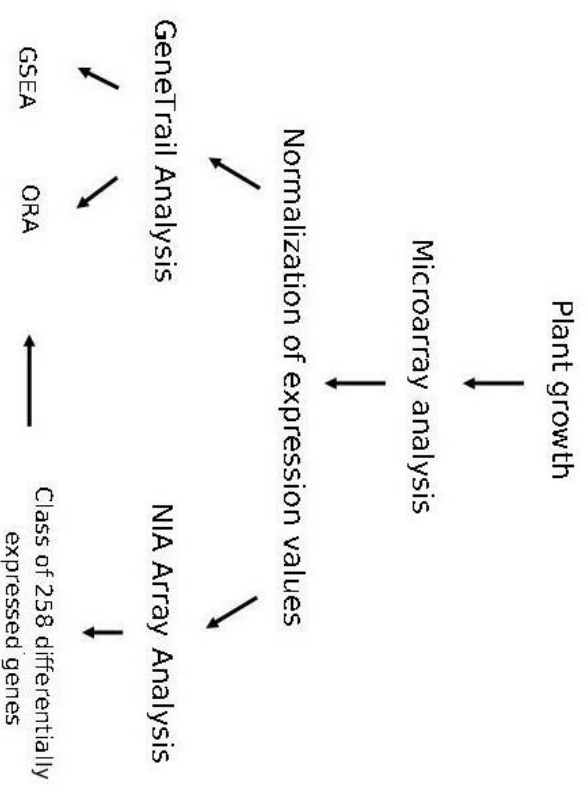

B

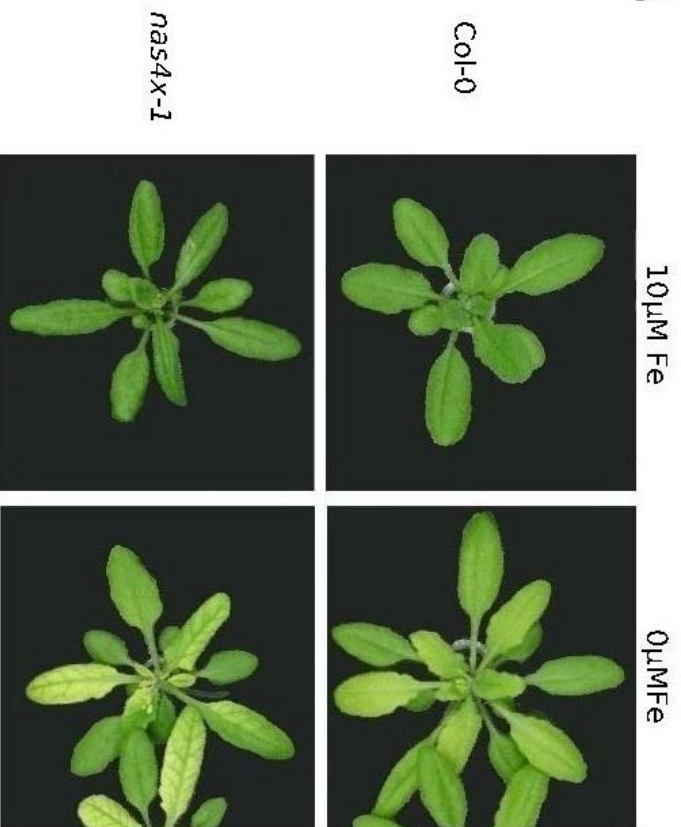

D

Roots	Leaves
WT - Fe vs. + Fe	WT - Fe vs. + Fe
<i>nas4x-1</i> - Fe vs. + Fe	<i>nas4x-1</i> - Fe vs. + Fe
+ Fe <i>nas4x-1</i> vs. WT	+ Fe <i>nas4x-1</i> vs. WT
- Fe <i>nas4x-1</i> vs. WT	- Fe <i>nas4x-1</i> vs. WT

How the deposited data were processed for this re-analysis (not part of the article)

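The data are signals of 24 ATH1 arrays of roots and leaves of wild type and nas4x-1 plants grown at + Fe or - Fe, with 3 arrays in each of 8 groups. The intensities, as deposited, were summarised per probe set by the authors with MAS5 in GCOS, scaled to a target and normalized by quantiles over all arrays, on a linear scale. The column medians lay between 37.8 and 38.03. Raw image files were not used here.

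Of 22810 probe sets, 64 controls were left out. Of the other 22746, 13707 were matched to 1 gene, 13513 from the platform table and 194 from the paper's tables alone, 505 were matched to several genes and 8534 to none. The genes of a list that had no probe set matched to them alone were not measured. The paper's tables include Table S5, which the study chose on these arrays, so a gene can have been measured only because the study called it. Measured were 8 of 33 genes of salicylic acid and pathogen defence and 6 of 8 of Fe storage. Of mitosis and cell division 9 of 22 were measured, and of alternative oxidase and mitochondrial stress 5 of 11.

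Signals were normalized again by quantiles over the 12 arrays of each organ, which changed no value by more than 0.05092 (log2) in roots and 0.02426 in leaves, increased by an offset of 16 and taken to log2. Groups were compared with limma 3.58.1 in R 4.3.3, with an intensity trend of the variance, and p was adjusted by Benjamini and Hochberg with a threshold of 0.05. The comparisons of an organ were those of Fe supply in each genotype, of genotype at each Fe supply, of nas4x-1 at + Fe with wild type at - Fe, and the interaction of genotype and Fe supply. Printed means and SD are those of the normalized signal, and fold changes are those of the log2 signal with the offset. On simulated data with 50 probe sets changed by each size, the test recovered 24 at 1, 35 at 1.5, 39 at 2, 43 at 3 (log2) in roots and 27 at 1, 37 at 1.5, 36 at 2, 37 at 3 in leaves, with 10 and 7 calls among the unchanged ones. The simulated noise was drawn independently for each array, without a part shared within a harvest week, and negative signals were cut off. The recovered counts therefore need not hold for the real arrays. With 3 arrays against 3, the smallest two-sided exact p is 0.1, so no exact test of a single gene could pass.

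The replicate numbers are the harvest weeks, which pair the arrays. Residuals of arrays of the same week had correlations from 0.212 to 0.64 in roots and from 0.172 to 0.505 in leaves, against at most 0.211 and 0.121 between weeks, and the harvest week was used as a block in an alternative. Within a group, arrays had correlations from 0.9468 to 0.9875.

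The 35 lists of genes were written, and the alternatives below were set, before the data were examined, except where stated. Which genes of the lists were measured was not free of the data, since it depended in part on Table S5. The lists were tested with camera with a preset correlation of 0.01 and with an estimated one, and their members were also adjusted over the list alone. The metal homeostasis category was tested by a running sum over the probe sets sorted by the ratio of group medians, with an exact p. Named genes were, per comparison, up to 8 in each direction with the largest change among those past the threshold that changed the same way in all weeks, the 5 smallest p where fewer passed, up to 4 members of a list, or 2 where none passed, and every gene the paper names.

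The alternatives were normalization over all arrays, values as deposited, offsets of 1 and 32, leaving out the dimmest 40 percent of probe sets, the harvest week as a block, no intensity trend, only the arrays of the groups compared, leaving out each array, and an ANOVA whose error variance is the larger of the actual one and an average over 500 probe sets, after the study's description. This ANOVA used log2 signals without the offset and without the moderated variance of limma. It did not use the degrees of freedom that the study set in its tool, so it is not a repeat of the study's run. Leaving out the probe sets of the pairs that traded places was added after the data were seen, as was the choice of 8 of 19 such pairs.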

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

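All the tests of explanations and of other groupings in this part were chosen only after the result was seen. In leaves, the Fe response of 14 probe sets differed between nas4x-1 and wild type in the interaction of genotype and Fe supply. Outside the pairs that traded places, TK1a (-1.98), a thymidine kinase, AT3G12510 (-1.96) and AT5G02220 (-1.68) had a smaller Fe response in nas4x-1 (log2, n = 3 arrays each), and AT1G78780 (-1.14) was at 0.63 in wild type and -0.51 in nas4x-1. With the harvest week as a block, AT5G02220 (adjusted p = 0.0515) and AT1G78780 (adjusted p = 0.0744) missed the threshold. The members of the pairs were PSAG (5.10), AT2G21920 (3.99), NUDX13 (3.91), AT3G14100 (2.93), SYP122 (2.86), FRS12 (-2.74), CcdA (-2.91), AT1G32760 (-3.87), CYP72A13 (-4.15) and AT5G26610 (-5.21). With all the pairs left out none passed. The 6 week-matched pairs of - Fe and + Fe arrays of leaves, with the additive part of genotype and Fe supply taken out, have 10 splits into 3 against 3, the real one included, which are too few for a share under 0.05 (1 with as many, real 14, highest other 0). The count was 9 without wild type leaves at + Fe replicate 2, 47 without wild type leaves at - Fe replicate 1, 9 without wild type leaves at - Fe replicate 2, 45 without nas4x-1 leaves at + Fe replicate 1 and 9 without nas4x-1 leaves at + Fe replicate 3.

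Among the gene lists in leaves, this interaction had a median of -1.07 (log2) for mitosis and cell division (camera adjusted p = 4.62e-09, and 0.198 with an estimated correlation), -1.34 for salicylic acid and pathogen defence (camera adjusted p = 0.000366, and 0.375 with an estimated correlation) and -0.96 for alternative oxidase and mitochondrial stress (camera adjusted p = 0.00011, and 0.191 with an estimated correlation). It was -0.67 for Fe storage (camera adjusted p = 0.0134, and 0.375 with an estimated correlation), -0.97 for the ferritins (camera adjusted p = 0.0165, and 0.41 with an estimated correlation), 1.07 for flavonoid synthesis (camera adjusted p = 0.0165, and 0.307 with an estimated correlation) and 0.13 for photosystem I (camera adjusted p = 0.0334, and 0.198 with an estimated correlation, with the harvest week as a block 0.0897, and 0.351 with the block and an estimated correlation), whose test rests on PSAG. For the lists that the study chose on these arrays it was -1.11 for Table S4 (camera adjusted p = 1.2e-48, and 0.0897 with an estimated correlation) and -0.70 for Table 2 (camera adjusted p = 0.000192, and 0.198 with an estimated correlation). In roots it was 0.10 for alternative oxidase and mitochondrial stress (camera adjusted p = 0.000131, and 0.315 with an estimated correlation) and -0.10 for Table S4 (camera adjusted p = 0.00109, and 0.315 with an estimated correlation). None of these lists passed with an estimated correlation.

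Between the organs, the Fe response of wild type differed for 20 probe sets, among them TSO2, IRT2 and TK1a, and 4 passed with all the pairs that traded places left out. The 6 week-matched pairs of - Fe and + Fe arrays of wild type, with the additive part of organ and Fe supply taken out, have 10 splits into 3 against 3, the real one included, which are too few for a share under 0.05 (1 with as many, real 20, highest other 0). Among probe sets that the paper does not list in Table S5, 9 passed in roots, among them AT1G52560, and 9 in leaves, among them AT3G12510, and the pairs that traded places make up 4 of those in roots and 5 of those in leaves.

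In pairs of probe sets, such as PSAG with AT5G26610, the levels traded places between groups of arrays. Over all comparisons 19 pairs met the limits for a pair, and the 8 set apart in the text were chosen from them by the size of their change or by their distance. Among the 19, some lay the same number of probe sets apart in the deposited table, which gave 4 matches of distance, where the highest of 1000 draws with other partners gave 2, so an exchange of the values of 2 probe sets between groups of arrays may be a source. These matches also argue against separate changes of the 2 genes as the whole cause. For the pairs that share no distance, separate changes cannot be told apart from an exchange, since the number of pairs was above the highest of the shuffled draws in 1 of 10 comparisons (6 against 4 in nas4x-1 vs. wild type leaves at - Fe) and not in the other 9. A genetic difference between the lines is argued against for the 5 of the 8 pairs that traded places within wild type, between + Fe and - Fe leaves. A difference with the same effect in both organs is also argued against for 1 other pair, AT1G66130 with AT1G30600, in which AT1G66130 was the higher one in nas4x-1 leaves and wild type roots and the lower one in wild type leaves and nas4x-1 roots at both Fe supplies. It cannot be told apart from an exchange for the last 2 pairs. AT4G14290 with AT3G49340 kept 1 order in all leaves and differed between the lines in roots alone, and AT5G64460 with AT3G24080 had opposite orders in leaves and roots at - Fe but mixed orders in roots at + Fe.

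The NAS2 signal was higher in nas4x-1 than in wild type leaves at + Fe. Root NAS2 was also higher in nas4x-1 in each harvest week at both Fe supplies, without passing the test. The Fe deficiency response below was weighed for leaves alone. Arrays of wild type and nas4x-1 under each other's label are argued against by NAS1, which was lower in nas4x-1 in 12 of 12 pairs of arrays of the same week. An Fe deficiency response of the size seen in wild type leaves is argued against by the upper 95% limit of the NAS2 change in wild type, - Fe vs. + Fe, of 0.364 (log2), below the lower limit of 1.81 of the difference between the genotypes. Transcript of the disrupted gene read by a probe set outside the insertion may give the change of 2.35, and it cannot be told apart from other causes without the position of the probe set.

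The genes of mitosis and cell division were higher at - Fe in wild type leaves. A single array is argued against by 9 of 9 members that were higher at - Fe in all 3 pairs of arrays of the same week. Most of these members are in Table S5, which the study chose on these arrays, so their agreement over the weeks is not independent evidence. The members outside Table S5 were also higher in all 3 pairs. An Fe response that depends on the genotype cannot be told apart from one that does not, since the interaction of the list had an adjusted p of 0.198 with an estimated correlation. More dividing tissue in the wild type - Fe samples may also give the median change of 1.18. The paper's methods name the same leaf positions and plant age for all groups. No measure of leaf development or cell number was used here.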

How the results depend on the processing

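The 3 forms of normalization gave nearly the same values, since the deposited signals were already normalized over all arrays. Over the counts, category deviations and other main results, 201 of the values under another choice kept their direction and side of the threshold, or a count within 1.5 times, while 47 counts moved further, 3 values no longer passed, 5 newly passed and 2 reversed. Without 1 array, 142 values kept them in this way, 57 counts moved further, 1 no longer passed and 4 newly passed. For single genes under another choice, 1474 values kept their direction and side, 50 no longer passed and 22 newly passed, and without 1 array 1147 kept them, 279 no longer passed, 13 newly passed and 1 reversed. What the signals below the offset limit was tested here by the offsets of 1 and 32 and by leaving out the dimmest probe sets. The cause of the changes below was not tested, except that fewer arrays or probe sets enter where a group, an array or the pairs are left out.

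With the harvest week as a block, the count was 275 for wild type, - Fe vs. + Fe in leaves, 128 for nas4x-1, - Fe vs. + Fe in leaves, 17 for nas4x-1 vs. wild type at + Fe in leaves, 26 for nas4x-1 vs. wild type at - Fe in leaves, 103 for nas4x-1 at + Fe vs. wild type at - Fe in leaves, 372 for any comparison in leaves, 147 for the leaf genes of Table S5 and 43 for the interaction of organ and Fe supply, and the block moved no other count of probe sets by over 1.5 times. With the ANOVA of the study's error model it was 0 for nas4x-1, - Fe vs. + Fe in roots, 4 for nas4x-1 vs. wild type at + Fe in roots, 5 for nas4x-1 vs. wild type at - Fe in roots, 5 for nas4x-1 at + Fe vs. wild type at - Fe in roots, 5 for any comparison in roots, 10 for wild type, - Fe vs. + Fe in leaves, 0 for nas4x-1, - Fe vs. + Fe in leaves, 3 for nas4x-1 vs. wild type at + Fe in leaves, 4 for nas4x-1 vs. wild type at - Fe in leaves, 4 for nas4x-1 at + Fe vs. wild type at - Fe in leaves, 4 for the interaction in leaves and 10 for any comparison in leaves. With only the arrays of the 2 groups compared it was 14 for nas4x-1, - Fe vs. + Fe in roots, 9 for nas4x-1 vs. wild type at - Fe in roots, 18 for wild type, - Fe vs. + Fe in leaves, 6 for nas4x-1, - Fe vs. + Fe in leaves, 8 for nas4x-1 vs. wild type at - Fe in leaves and 11 for nas4x-1 at + Fe vs. wild type at - Fe in leaves. An offset of 1 gave 1 for wild type, - Fe vs. + Fe in roots, an offset of 32 gave 25 for wild type, - Fe vs. + Fe in leaves, and leaving out the dimmest 40 percent of probe sets gave 26 for nas4x-1, - Fe vs. + Fe in leaves. Without the probe sets of the pairs that traded places, chosen after the data were seen, it was 4 for nas4x-1 vs. wild type at + Fe in roots, 8 for nas4x-1 vs. wild type at - Fe in roots, 7 for nas4x-1 at + Fe vs. wild type at - Fe in roots, 9 for any comparison in roots, 7 for wild type, - Fe vs. + Fe in leaves, 1 for nas4x-1 vs. wild type at + Fe in leaves, 4 for nas4x-1 vs. wild type at - Fe in leaves, 0 for the interaction in leaves, 22 for any comparison in leaves and 4 for the interaction of organ and Fe supply. With the block as well, also chosen after the data were seen, it was 4 for nas4x-1 vs. wild type at + Fe in roots, 8 for nas4x-1 vs. wild type at - Fe in roots, 7 for nas4x-1 at + Fe vs. wild type at - Fe in roots, 253 for wild type, - Fe vs. + Fe in leaves, 128 for nas4x-1, - Fe vs. + Fe in leaves, 7 for nas4x-1 vs. wild type at - Fe in leaves, 81 for nas4x-1 at + Fe vs. wild type at - Fe in leaves and 0 for the interaction in leaves.

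Without 1 array at a time, the count was 0 to 36 for wild type, - Fe vs. + Fe in roots, 11 to 30 for nas4x-1 vs. wild type at - Fe in roots, 0 to 1 for the interaction in roots, 15 to 52 for any comparison in roots, 5 to 13 for the root genes of Table S5, 8 to 42 for nas4x-1 at + Fe vs. wild type at - Fe in roots, 9 to 14 for nas4x-1 vs. wild type at + Fe in roots, 2 to 7 for nas4x-1, - Fe vs. + Fe in roots, 16 to 161 for wild type, - Fe vs. + Fe in leaves, 9 to 47 for the interaction in leaves, 25 to 201 for any comparison in leaves, 17 to 108 for the leaf genes of Table S5, 9 to 119 for nas4x-1 vs. wild type at - Fe in leaves, 19 to 134 for nas4x-1 at + Fe vs. wild type at - Fe in leaves, 5 to 50 for nas4x-1 vs. wild type at + Fe in leaves and 1 to 16 for nas4x-1, - Fe vs. + Fe in leaves. In number of probe sets, the arrays that took a count furthest up were wild type leaves at - Fe replicate 1 in leaves and wild type roots at - Fe replicate 3 in roots. For nas4x-1 vs. wild type at + Fe in leaves it was nas4x-1 leaves at + Fe replicate 1, with 50. The log2 change of PBS3 in nas4x-1 roots, - Fe vs. + Fe, was -0.067 to 1.445, with -0.067 without nas4x-1 roots at - Fe replicate 2.

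The deviation of the metal homeostasis category in nas4x-1 vs. wild type leaves at - Fe passed with the ratio of means (-0.1276 (exact p = 0.0167)), the week-matched ratios (-0.1186 (exact p = 0.032)), normalization over all 24 arrays (-0.1151 (exact p = 0.0406)), the values as deposited (-0.1159 (exact p = 0.0382)) and Table S4 (-0.5342 (exact p = 3.89e-38)), and ran over -0.1298 to -0.085 without 1 array. In nas4x-1 leaves, - Fe vs. + Fe, it no longer passed when ranked by the moderated t (-0.102 (exact p = 0.0932)) or without the dimmest probe sets (-0.1448 (exact p = 0.0699)), and it reversed with Table S4 (0.2383 (exact p = 1.56e-07)). In wild type leaves it no longer passed without the genes also in Table S5 (0.1182 (exact p = 0.0569)) and ran over 0.1003 to 0.1552 without 1 array, with 0.1003 without wild type leaves at + Fe replicate 3. In nas4x-1 vs. wild type roots at - Fe it reversed with Table S4 (-0.119 (exact p = 0.0338)).

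The direction of the camera test of the sucrose list in roots reversed without the dimmest probe sets, with a median of -0.09 in wild type and 0.127 in nas4x-1 vs. wild type at - Fe. Without 1 array it reversed for sucrose in wild type, - Fe vs. + Fe in roots (medians -0.059 to 0.058), flavonoid in wild type, - Fe vs. + Fe in roots (medians -0.115 to 0.078), sucrose in nas4x-1 vs. wild type at - Fe in roots (medians -0.146 to 0.145), sucrose in nas4x-1, - Fe vs. + Fe in roots (medians -0.007 to 0.196), and none of these lists passed.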

Differences from the paper's values

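For leaves, the paper's count of differentially expressed genes in at least 1 comparison is 226 and the count here is 57 probe sets. Of the alternatives set before the data were examined, 1 came within 1.5 times of the paper's value, with 201 without wild type leaves at - Fe replicate 1. The others ranged from 10 to 372, with 372 under the harvest week as a block and 10 under the ANOVA with the study's error model. That ANOVA also left out the offset and was not the study's own tool. For roots, the paper's count is 32 and the count here is 20. Within 1.5 times were 22 with an offset of 1, 24 with the harvest week as a block, 22 without wild type roots at + Fe replicate 1, 36 without wild type roots at - Fe replicate 2, 22 without nas4x-1 roots at - Fe replicate 1, 23 without nas4x-1 roots at - Fe replicate 3, and the others ranged from 5 to 52. Both sets of counts use a false discovery rate of 0.05.

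The paper states that metal homeostasis genes were repressed in nas4x-1 vs. wild type leaves at - Fe. The deviation here had the same direction (-0.1106) and missed the threshold (exact p = 0.0543), while it passed with the ratio of means, the week-matched ratios, normalization over all 24 arrays, the values as deposited and Table S4. With Table S4 as the category, nas4x-1 leaves, - Fe vs. + Fe, had a deviation of 0.2383, where the paper states repression, and nas4x-1 vs. wild type roots at - Fe had -0.119, where the paper states induction. With Table S3 both had the direction the paper states.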

Other observations

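QQS, a gene linked to starch content, was lower in nas4x-1 than in wild type in roots at both Fe supplies and in leaves at - Fe. Genes of the cold response were below 0 in all 5 members in leaves of wild type and of nas4x-1 at - Fe, and also in nas4x-1 vs. wild type leaves at - Fe, with a median of -1.12 (camera, adjusted p = 0.00522, and 0.484 with an estimated correlation). The genes of starch degradation were below 0 in all 3 members in wild type leaves (median -0.73, camera, adjusted p = 0.0802, and 0.301 with an estimated correlation, with the harvest week as a block 0.00329, and 0.109 with the block and an estimated correlation) and in nas4x-1 leaves (median -0.74, camera, adjusted p = 0.0827, and 0.338 with an estimated correlation, with the harvest week as a block 0.00657, and 0.19 with the block and an estimated correlation). None of these members passed over all probe sets in these comparisons. COR414-TM1 of the cold response passed with the harvest week as a block in wild type leaves (adjusted p = 0.044) and in nas4x-1 leaves (adjusted p = 0.0185).

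All tests of other groupings in this part were chosen only after the results were seen. Each comparison has 10 splits of its 6 arrays into 3 against 3, the real one included, which are too few for a share under 0.05. In roots, the number of splits with as many probe sets was 1 for nas4x-1, - Fe vs. + Fe (real 3, highest other 1), 1 for nas4x-1 vs. wild type at + Fe (real 16, highest other 0), 2 for nas4x-1 vs. wild type at - Fe (real 17, highest other 25) and 1 for nas4x-1 at + Fe vs. wild type at - Fe (real 16, highest other 0). For wild type, - Fe vs. + Fe in roots, the real count is 0 (highest other 2), which all 10 splits must reach, so this count tests nothing. In leaves the number of splits was 1 for wild type, - Fe vs. + Fe (real 40, highest other 0), 1 for nas4x-1, - Fe vs. + Fe (real 15, highest other 0), 1 for nas4x-1 vs. wild type at + Fe (real 6, highest other 0), 1 for nas4x-1 vs. wild type at - Fe (real 15, highest other 2) and 1 for nas4x-1 at + Fe vs. wild type at - Fe (real 42, highest other 0). Of the 4 splits that part all 3 weeks, the others than the real one gave 0 probe sets in every comparison. In roots, nas4x-1 vs. wild type at - Fe, a split of 25 probe sets set nas4x-1 roots at - Fe array 1, nas4x-1 roots at - Fe array 3, wild type roots at - Fe array 3 against the others.

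For the deviation of the metal homeostasis category, the number of splits with as large a deviation in roots was 1 for wild type, - Fe vs. + Fe (real 0.3314, highest other 0.2973), 1 for nas4x-1, - Fe vs. + Fe (real 0.3273, highest other 0.2845), 1 for nas4x-1 vs. wild type at + Fe (real 0.3189, highest other 0.287) and 3 for nas4x-1 vs. wild type at - Fe (real 0.2188, highest other 0.2779), and in leaves 3 for wild type, - Fe vs. + Fe (real 0.1467, highest other 0.1561), 3 for nas4x-1, - Fe vs. + Fe (real 0.1551, highest other 0.1731), 2 for nas4x-1 vs. wild type at + Fe (real 0.1722, highest other 0.1801) and 1 for nas4x-1 vs. wild type at - Fe (real 0.1106, highest other 0.1089). Over the 12 arrays of an organ, 100 groupings within the harvest weeks were drawn, the real one included. In roots 5 gave as many probe sets in any of the 4 comparisons as the real 20, with 23 as the highest of the others, so chance was not excluded. In leaves 1 gave as many as 57, with 19 as the highest of the others, which argues against chance for this count as a whole. Of the 57, 13 belong to the pairs that traded places between the real groups. The count without the pairs was not regrouped, so chance was not excluded for the calls outside them. Of 100 groupings that ignored the weeks, 4 in roots and 3 in leaves gave as many, with 705 and 238 as the highest, and groupings with several times the real count point to a structure of the samples such as the harvest week.

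Of 176 list tests over the 4 comparisons of an organ, with the preset correlation of camera, 44 passed in roots and 55 in leaves. Of the groupings within weeks, 4 in roots gave as many (highest other 59), and 1 in leaves (highest other 48), but the lists include Table S4, Table 2 and other genes of Table S5, which the study chose on these arrays, so these counts test nothing. With Table S4, Table 2 and the genes of both parts of Table S5 left out, 18 of 128 list tests passed in roots, which 22 groupings reached (highest other 26). In leaves 11 of 128 passed, which 6 reached (highest other 16). Chance was thus not excluded in either organ. In roots this also left out genes that the study chose on the leaf arrays alone, and not for a change in the root grouping. A difference that such genes carry in roots could therefore be missed. With an estimated correlation, 7 list tests in roots and 7 in leaves passed (1 and 2 with the harvest week as a block), and these counts were not regrouped. For the interaction of genotype and Fe supply in roots, the real count was 0 in limma (349 at an unadjusted p under 0.05, 0 with the harvest week as a block and 0 with the study's error model), which all 10 splits of the week-matched pairs must reach (highest other 0), so these splits test nothing.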
